# ScbR- and ScbR2-mediated signal transduction networks coordinate complex physiological responses in *Streptomyces coelicolor*

**DOI:** 10.1038/srep14831

**Published:** 2015-10-07

**Authors:** Xiao Li, Juan Wang, Shanshan Li, Junjie Ji, Weishan Wang, Keqian Yang

## Abstract

In model organism *Streptomyces coelicolor*, γ-butyrolactones (GBLs) and antibiotics were recognized as signalling molecules playing fundamental roles in intra- and interspecies communications. To dissect the GBL and antibiotic signalling networks systematically, the *in vivo* targets of their respective receptors ScbR and ScbR2 were identified on a genome scale by ChIP-seq. These identified targets encompass many that are known to play important roles in diverse cellular processes (e.g. *gap1*, *pyk2*, *afsK*, *nagE2*, *cdaR*, *cprA*, *cprB*, *absA1*, *actII-orf4*, *redZ*, *atrA*, *rpsL* and *sigR*), and they formed regulatory cascades, sub-networks and feedforward loops to elaborately control key metabolite processes, including primary and secondary metabolism, morphological differentiation and stress response. Moreover, interplay among ScbR, ScbR2 and other regulators revealed intricate cross talks between signalling pathways triggered by GBLs, antibiotics, nutrient availability and stress. Our work provides a global view on the specific responses that could be triggered by GBL and antibiotic signals in *S. coelicolor*, among which the main echo was the change of production profile of endogenous antibiotics and antibiotic signals manifested a role to enhance bacterial stress tolerance as well, shedding new light on GBL and antibiotic signalling networks widespread among streptomycetes.

Microorganisms in the nature environment are overwhelmed with diverse chemicals and are engaged in extensive interactions with their community to modulate gene expression^1^. Chemical signalling has been shown to affect phenotypes significantly as diverse as differentiation, antibiotic production, biofilm formation and pathogenicity^2^,^3^,^4^. *Streptomyces* are important bacteria by producing a variety of active secondary metabolites and as one of the model systems for bacterial morphological development. Small molecule signals, such as γ-butyrolactones (GBLs) and antibiotics, have been reported to play vital roles in coordinating secondary metabolism and morphological development in *Streptomyces* species^5^,^6^. To understand these signalling pathways, many studies have been carried out by probing the functions of their signal receptors^3^,^7^.

In the model organism *Streptomyces coelicolor* A3(2), ScbR was characterized as a receptor of GBLs synthesised by the product of the *scbA* gene^5^, while ScbR2 was identified as a receptor of antibiotics^6^. The *scbR*, *scbR2* and *scbA* genes are located in the *cpk* cluster, which determines production of the polyketide coelimycin P1^8^. ScbR binds the *scbR*-*scbA* intergenic region to repress *scbR* while activating *scbA* in response to GBLs^5^. Another known target of ScbR is *kasO*, the pathway-specific activator gene of the *cpk* cluster^9^. Despite its high degree of homology (50%) with ScbR, ScbR2 does not bind GBL molecules, and was previously described as a “pseudo-GBL receptor”^10^. In fact, it binds and responds to endogenous antibiotics, actinorhodin (Act) and undecylprodigiosin (Red), as well as exogenous antibiotics, such as angucyclines^6^. Our previous work demonstrated that angucyclines affect the behavior of *S. coelicolor* by modulating the interaction of ScbR2 with *adpA* (encoding the master regulator of morphogenesis) and *redD* (the direct activator gene of the *red* cluster for Red production)^6^. Neither *adpA* nor *redD* is a target of ScbR. The *scbR2* mutant displayed a complete loss of production of Act, Red and the calcium-dependent antibiotics (CDA), and showed precocious development of aerial hyphae^6^,^10^. These phenotypic effects are much more pronounced than those of the *scbR* mutant, which mainly showed delayed Red production^5^. Interestingly, ScbR2 also binds the same sites as ScbR in the *scbR*-*scbA* intergenic region to shut down GBL synthesis and in the promoter region of *kasO* to control the production of coelimycin P1^10^,^11^. How do the signalling pathways mediated by ScbR and ScbR2 interplay and cooperate in eliciting specific physiological responses of *S. coelicolor* is largely unknown. Moreover, homologs of ScbR and ScbR2 are widespread among streptomycetes, but studies regarding to them were all focussed on the regulation of genes for antibiotic biosynthesis^12^,^13^. In order to gain a more comprehensive overview of the roles of such receptors, we have undertaken a genome-wide analysis of the regulatory targets of ScbR and ScbR2 in *S. coelicolor*.

In this work, targets of ScbR and ScbR2 were deciphered using chromatin immunoprecipitation followed by sequencing (ChIP-seq) and combined with transcriptomic expression analysis. These targets were engaged in diverse physiological processes, but a major role of them was to control secondary metabolism and elicit stress responses. Furthermore, ScbR and ScbR2 mediated regulatory cascades, feedforward loops (FFLs) and sub-networks were extracted to control *Streptomyces* phenotypes. The interplay among ScbR, ScbR2 and other regulators revealed intricate cross talks between signalling pathways triggered by GBLs, antibiotics, nutrient availability and stress.

## Results

### Mutational analysis and expression profiles of *scbR* and *scbR2* in *S. coelicolor*

It was previously reported that an *scbR* mutant showed delayed Red and reduced Act production^5^. For further analysis, we constructed an in frame mutant of *scbR* in *S. coelicolor* M145. In ΔscbR, a delay of aerial development was noted after growing for 36 h on SMMS plates (Supplementary Fig. S1a). Red and Act in ΔscbR were produced almost synchronously with M145, but their production levels were greatly reduced (Supplementary Fig. S1bc). A similar pattern of production was observed for CDA: a plate-based bioassay of CDA production revealed a dramatic decrease of CDA level in ΔscbR (Supplementary Fig. S1d). Moreover, a yellow-pigmented secondary metabolite was observed in ΔscbR on SMMS plate, which was probably due to the production of coelimycin P1, as also reported for ΔscbR2 (also known as scbR2DM), in which coelimycin P1 was abundantly synthesised^8^,^14^ (Supplementary Fig. S1a). In comparison, ΔscbR2 showed a much more striking phenotype of complete loss of Act, Red and CDA production^10^ and precocious formation of aerial hyphae^6^. These observations demonstrated the pleiotropic effects of ScbR and ScbR2 on the physiology of *S. coelicolor*.

Before deciphering regulons of ScbR and ScbR2, their expression profiles at transcript and protein levels were monitored in SMM liquid culture. Our previous work established that transcription of *scbR* began at 24 h and peaked at 36 h^11^. In concert, ScbR protein was detected at 24 h by western blotting, and accumulated to the highest level at 36 h (Fig. 1). ScbR can be dissociated from its targets by SCB1, which is synthesized by ScbA, the mRNA for which also reached the highest level around 36 h^11^. Therefore, 30 h was chosen as the sampling time point for the ScbR ChIP experiment, when the level of ScbR protein was considerable but the transcript of *scbA* had not reached the highest level. In contrast, *scbR2* transcript was not apparent until 36 h, peaked at 48 h and maintained a relatively high level until 72 h^11^. Also, ScbR2 protein could barely be detected at the beginning of growth (18 or 24 h), rose to the highest level at 42 h, and remained stable to 60 h (Fig. 1). ScbR2 can be dissociated from its targets by the endogenous antibiotics, Red and Act^10^. Act appeared in M145 after 48 h, while Red accumulated after 36 h (Supplementary Fig. S1bc). Therefore, 42 h was chosen as the sampling time point for the ScbR2 ChIP experiment, when ScbR2 protein was at the highest level and the production of Act and Red was still relatively low.

### Overview of ChIP-seq and transcriptomic profiling results

ChIP-seq experiments of ScbR and ScbR2 were performed with purified antibodies in *S. coelicolor* M145 in liquid SMM culture as previously described^6^. 

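The ChIP-seq data comprised 1 ScbR sample, harvested at 30 h, and 1 ScbR2 sample, harvested at 42 h (no replicates). Both came from *S. coelicolor* M145, the plasmid-free strain from which the mutants were made, in which DNA cross-linked to each protein was recovered with an antibody and sequenced. The methods give a growth temperature of 30 °C, whereas the sample labels give 28 °C. The authors deposited 1 list of peaks for each protein, called with MACS, an algorithm that finds regions where sequenced tags pile up above a background. For every peak the list gives its start, end and summit on NC_003888.3, the chromosome sequence used, together with the number of tags, the fold enrichment, the p-value on a −log10 scale multiplied by 10, a false discovery rate (FDR) and the genes at its 2 ends. The total number of reads of each library is not in the files analysed here, so depth is known only as the tags within peaks. The 144 listed ScbR peaks held 57632 tags, with a median of 376 per peak and a range of 156 to 934. The 491 ScbR2 peaks held 82282 tags, with a median of 92 and a range of 28 to 1596. ScbR peaks were 1089 to 5606 bp long (median 2430 bp), and ScbR2 peaks were 600 to 6738 bp long (median 1471 bp). Gene positions were taken from the 961 genes named at the ends of peaks, since no annotation of the whole chromosome was among the files used. A gene not named there was placed only between its nearest listed neighbours. Because each protein had 1 sample, a difference between the lists has no replicate check, and protein and culture time changed together.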

As a control, sheared chromosome DNA (input DNA) was utilised to subtract background noise. 

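The fold enrichment of a peak is its tags relative to the background that MACS estimated from the input DNA. The labels of the input sample give a culture time of 42 h, and its tags are not in the files analysed here. The number of tags divided by the fold enrichment and by the peak length gives an approximate background, with a median of 71.8 tags per kb for the listed ScbR peaks and 14.5 tags per kb for the ScbR2 peaks (no replicates). The FDR was 0 for 76 of the 144 ScbR peaks and above 5% for 23, with a highest value of 7.09%. It was 0 for 426 of the 491 ScbR2 peaks and above 5% for 1, at 6.38%.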

On ChIP-seq maps, the fold change of peaks above 1.5 was fixed as the minimum cut-off value for ScbR and ScbR2 peak calling. 

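Fold enrichment in the ScbR list ran from 1.44 to 9.42, with a median of 1.94, and in the ScbR2 list from 1.71 to 54.82, with a median of 3.86 (no replicates). The cut-off of 1.5 left out 1 listed ScbR peak, which spans 3257573 to 3262119 between SCO2987 and SCO2994 and has 628 tags, a fold enrichment of 1.44 and an FDR of 5.08%. No ScbR2 peak lay at or below the cut-off.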

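Above the cut-off of 1.5 there were 143 ScbR peaks and 491 ScbR2 peaks (no replicates). A cut-off of at least 2 lowered the ScbR count most, to 68, and left 483 ScbR2 peaks. To measure how evenly the peaks were spread, the span from 1 to 8664941, the highest coordinate in the lists, was cut into 10 equal bins and each peak was placed by its summit. An even spread would put 14.3 ScbR peaks in each bin, and the observed numbers ran from 4 in the last bin to 23 in the fourth. The 6 middle bins held 110 of the 143 ScbR summits (76.9%). The chi-square statistic was 26.4, and a value as large arose with p = 0.00178 in 100000 random draws of uniform positions. For ScbR2, 49.1 peaks were expected per bin and 39 to 71 were found, with 322 (65.6%) in the middle 6 bins, a chi-square of 19.0 and p = 0.0252 from the same test. The ScbR result depended most on the cut-off, since the 68 peaks with a fold enrichment of at least 2 gave a chi-square of 5.82 and p = 0.777.

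**Figure D1:**
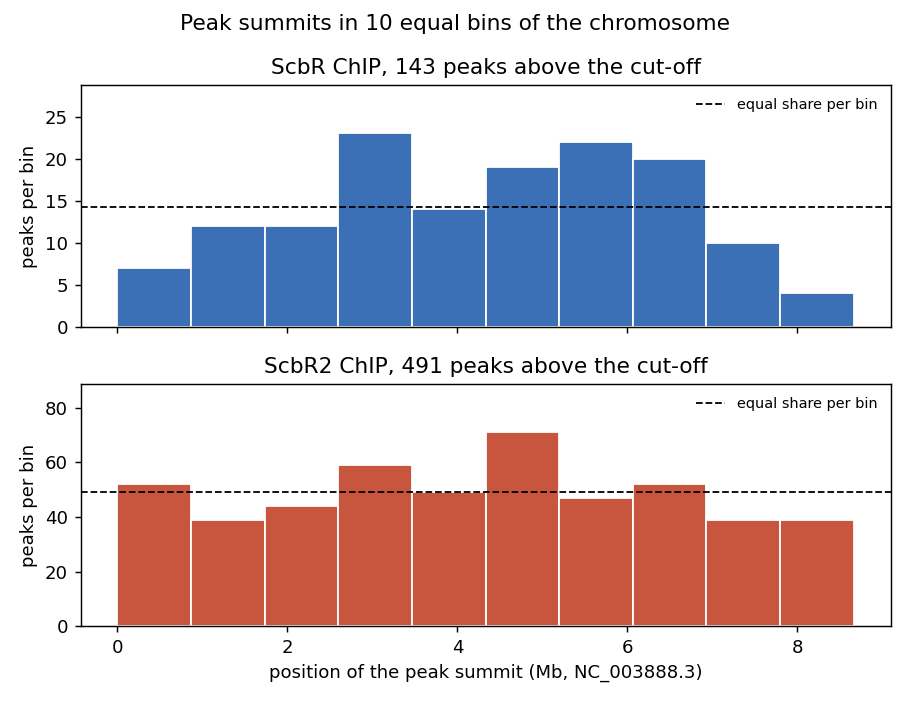
Number of peak summits in each of 10 equal bins along the span in Mb, with ScbR above and ScbR2 below, and 1 sample for each protein. Dashed lines mark the equal share per bin, 14.3 for ScbR and 49.1 for ScbR2. ScbR bins hold 4 to 23 peaks, with 7 and 4 in the first and last bins. ScbR2 bins hold 39 to 71 peaks.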

On this basis, 144 ScbR peaks and 491 ScbR2 peaks were detected, distributed relatively even along the chromosome (Fig. 2a). Grouped together by the clustering algorithm MACS^15^, many of these significant peaks encompassed multiple genes and almost equally occurred in protein-coding and non-coding regions. 

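Counting the genes known to overlap a peak by at least 1 bp, 114 of the 143 ScbR peaks (79.7%, 95% Wilson interval 72.4 to 85.5%) and 357 of the 491 ScbR2 peaks (72.7%, interval 68.6 to 76.5%) covered 2 or more genes. A further 7 ScbR and 41 ScbR2 peaks lay inside 1 gene, and the number could not be settled for 22 and 93 peaks. The most genes under 1 peak were 8 for ScbR, from 4422510 to 4427507, and 7 for ScbR2, from 2432683 to 2437311. Requiring 50 bp of overlap changed the shares to 79.0% and 70.9%. Whether a summit was coding could be read directly for the peaks whose genes were all listed, which were 45 ScbR and 235 ScbR2 peaks. Of these, 34 ScbR summits (75.6%, Wilson interval 61.3 to 85.8%) and 185 ScbR2 summits (78.7%, interval 73.1 to 83.5%) lay inside a gene (no replicates). Positions drawn at random within the same peaks lay in genes for 92.5% and 89.8% (permutation p = 0.00034 for ScbR and 2e-05 for ScbR2, the latter the smallest that the draws can give). These peaks were chosen for ending in listed genes, so positions near their ends are coding by selection, and the middle of each peak was also in genes less often than the draws, at 82.2% for ScbR (permutation p = 0.0263) and 77.0% for ScbR2 (permutation p = 2e-05). The difference from the draws is therefore not particular to summits. The ScbR peaks with a fold enrichment of at least 2 gave 65.2%, the largest move of the alternatives set beforehand.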

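*adpA* (SCO2792), listed as an AraC family transcription regulator, lies at 3047135 to 3048331 of NC_003888.3. Its promoter was covered by the ScbR2 peak from 3045633 to 3047522, with 297 tags, a fold enrichment of 17.85 and an FDR of 0 (no replicates). In the ScbR list, the peak from 3044739 to 3048200 overlapped the same promoter, with 507 tags, a fold enrichment of 2.88 and an FDR of 0. The ScbR summit lay 341 bp upstream of the *adpA* start and the ScbR2 summit 366 bp upstream. Neither list names *scbR*, *scbA* or *kasO*, and no table of the paper pairs them with an identifier, so the peaks of the *cpk* region are given by the genes at their ends. Between SCO6263 and SCO6289 there were 6 ScbR peaks and 9 ScbR2 peaks. The strongest ScbR peak there spans 6936052 to 6939090, from SCO6278 to SCO6280, with 934 tags and a fold enrichment of 9.18, the second highest of the list. The ScbR2 peak at the same place, from 6936867 to 6938842, had 453 tags and a fold enrichment of 25.17. The peaks from 6945386 to 6948914 (ScbR, fold enrichment 2.64) and from 6945440 to 6948453 (ScbR2, fold enrichment 38.65) lie at the stretch between SCO6285 and SCO6289 that holds *scbR2* (SCO6286), which the ScbR peak covers whole and the ScbR2 peak nearly whole. At *adpA*, 1 peak of each protein remained with a fold enrichment of at least 2 and with the narrower promoter window of 300 bp upstream to 50 bp downstream. From the presence of most known promoters among the peaks, the paper proposes that the ChIP-seq was reliable.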

The peaks generated included the majority of promoter regions known to be targeted by ScbR and ScbR2, i.e. *scbR*-*scbA* and *kasO* promoters were detected among the peaks of ScbR; *scbR*-*scbA*, *kasO* and *adpA* promoters were noted among peaks of ScbR2, suggesting the reliability of ChIP-seq.

To assess the transcriptional effects of ScbR and ScbR2 binding on targets genes, a genome-wide transcriptomic analysis of the parent strain M145 and the *scbR* or *scbR2* mutants was performed. RNA samples were harvested at 30 h from ΔscbR and at 42 h from ΔscbR2, and they were analysed on an Agilent based microarray platform. 42.3% of genes demonstrated at least 20% difference in expression levels in ΔscbR, while 30.1% of genes showed greater than 20% change in ΔscbR2, underscoring the pleiotropic influence of the two regulators. Transcriptional changes of antibiotic synthesis gene clusters were consistent with phenotypes we observed (Supplementary Fig. S1). In ΔscbR, transcription of *act* and *cda* cluster genes was dramatically reduced, while *cpk* cluster genes were activated, but the mRNA level of *red* cluster genes decreased only slightly (Fig. 2b). Similarly, *act*, *red* and *cda* gene cluster mRNA was much less abundant in ΔscbR2, but *cpk* cluster mRNA was greatly enhanced.

### *In vitro* confirmation of ScbR or ScbR2 binding events on selected promoter regions

To validate the results from ChIP-seq, the binding of ScbR and ScbR2 was analysed by electrophoretic mobility shift assays (EMSA). 

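A promoter window, from 600 bp upstream to 100 bp downstream of a start codon, held the summit of 21 of the 45 ScbR peaks whose genes were all listed (46.7%, 95% Wilson interval 32.9 to 60.9%) and of 119 of the 235 such ScbR2 peaks (50.6%, interval 44.29 to 56.97%; no replicates). Random positions within the same peaks lay in a promoter window for 35.9% and 38.4%. The excess was larger than the random draws gave for ScbR2 (permutation p = 2e-05, the smallest they can give) and not for ScbR (permutation p = 0.104). The middle of each peak lay in a promoter window as often as the summit for ScbR (46.7%, permutation p = 0.104) and for 54.0% of the ScbR2 peaks (permutation p = 2e-05), so the excess was not particular to summits. A narrower window, 300 bp upstream to 50 bp downstream, lowered the shares most, to 26.7% for ScbR and 33.2% for ScbR2. Restricting ScbR to a fold enrichment of at least 2 left 23 peaks, of which 65.2% had a summit in a promoter window (permutation p = 0.00856).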

Peaks locating in the coding regions was first excluded, and attention was focused on regulation occurred in promoter regions (−600 ~ + 100 relative to the putative translational start point), especially those associated with genes that were well studied or vitally annotated were chosen for further validation (Supplementary Fig. S2). Thus, 23 targets of ScbR and 76 targets of ScbR2 (Supplementary Table S1 and S2) were chosen for evaluation. 

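Of the 23 ScbR targets, 16 had a ScbR peak that overlapped the promoter window or covered the whole gene, 3 had none, and for 4 the position was not listed closely enough to tell (no replicates). Of the 76 ScbR2 targets, 38 had a ScbR2 peak, 9 had none, and 29 could not be told. The fold enrichment of ScbR peaks at EMSA-tested targets ran from 1.64 to 8.17, and of ScbR2 peaks from 1.71 to 51.10. Asking for the summit itself inside the window reduced the targets known to have a peak to 8 for ScbR and 19 for ScbR2, partly because genes covered whole but not listed then could not be judged.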

Recombinant ScbR or ScbR2 proteins were purified from *E. coli* and EMSA assays were performed with their selected promoter probes as described before^11^. In total, 7 out of 23 targets of ScbR, and 40 out of 76 targets of ScbR2 were newly confirmed to show direct binding (Table 1 and 2), among which five common targets could interact with both ScbR and ScbR2. According to our previous work^11^, ScbR and ScbR2 have identical binding sites; therefore we expected that ScbR and ScbR2 could also each bind newly identified targets of the other. EMSA experiments were then performed with ScbR protein and targets of ScbR2, and vice versa. It turned out 6 targets from ScbR2 were able to bind with ScbR, and the rest two targets of ScbR could also interact with ScbR2. In summary, 13 and 42 promoters were confirmed by EMSA to be bound by ScbR (Table 1) and ScbR2 (Table 2), respectively. 

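The 6 targets of Table 1 that were taken from ScbR2 include 5 whose promoter windows overlapped no ScbR peak, namely *gap1*, *tcmA*, *accA2*, *narG3* and *pyk2* (no replicates). The nearest ScbR peak was 4128 bp from the *tcmA* start, 4355 bp from *accA2*, 28448 bp from *narG3*, 29236 bp from *pyk2* and 112819 bp from *gap1*. For the pair SCO1402 and SCO1403 the position of SCO1402 was not listed, and a ScbR peak from 1490991 to 1492460 (311 tags, fold enrichment 4.99) lay downstream of the SCO1403 start at 1490427. Allowing a peak within 1000 bp of a start raised the number of these 6 targets with a ScbR peak from 0 to 1, through SCO1402 and SCO1403. Neither of the 2 targets of Table 2 that were taken from ScbR, *soyB1* and *afsK*, had a ScbR2 peak. Over the whole lists, 92 of 143 ScbR peaks (64.3%, 95% Wilson interval 56.2 to 71.7%) overlapped a ScbR2 peak, where ScbR peaks placed at random gave a mean of 32.13 and at most 56 (permutation p = 0.0001, the smallest that 10000 placements can give). Of the ScbR2 peaks, 93 overlapped a ScbR peak and 398 did not. The ScbR and ScbR2 samples differ in both protein and culture time, and the paper proposes competition between the proteins or the different time points as the reason for targets missed by ChIP.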

Failure to detect those targets by ChIP was probably due to the competitive binding between ScbR and ScbR2, or to the use of different time points in the two ChIP experiments. Surprisingly, ScbR only bound a fraction of ScbR2 targets whereas ScbR2 bound to all ScbR targets. 69.2% of ScbR target genes and 58.1% of ScbR2 being transcriptionally activated or repressed (fold change > 1.2 or <0.85) (Table 1 and 2). Among those EMSA confirmed targets, we found the binding events did not necessarily lead to changes in expression of adjacent genes. This may be due to the need of assistant proteins to fulfil their roles, or to particular time points and culture conditions selected.

To gain further insights into the binding sites of ScbR or ScbR2, all binding sequences of ScbR or ScbR2 were submitted to the MEME algorithm^16^. A10-nt conserved motif 5′-MSGYTTSTTD-3′was derived for ScbR and a 5′-DYTYSTYSWS-3′ for ScbR2, respectively, as shown in Fig. 3a, resembling the consensus previously extracted from limited sequences^9^,^11^. The two motifs overlapped at a relatively conserved 5′-TTTSTT-3′ element, and overall, ScbR showed a higher specificity than ScbR2. The motif derived from exclusive targets of ScbR2 was almost the same as the motif derived from all target sequences of ScbR2 (data not shown), implying those ScbR2-specific binding sequences are more degenerate, and this degeneracy prevented recognition by ScbR that preferred more conserved binding sequences. Comparison of these two motifs could explain why ScbR2 is capable of binding to all ScbR targets while ScbR only binds a fraction of ScbR2 targets.

To validate the MEME-predicted binding motifs, recombinant ScbR and ScbR2 were further used to conduct DNase I footprinting analysis as described before^11^, on the HEX dye labelled promoter region of *sco6268*, which was shown to bind with both ScbR and ScbR2 (Supplementary Fig. S3). Footprints of ScbR and ScbR2 on *sco6268*p covered the same 30 bp sequences, encompassing two mutually inverted 5′-TTTGG-3′ copies (Fig. 3b), resembling the conserved common element of ScbR and ScbR2 motifs (Fig. 3a). To predict the binding sites of ScbR and ScbR2 on those promoters more precisely, promoters with highly conserved palindromic motifs (*scbA*, *kasO* and *sco6268* promoters), were then used as references for binding site extraction using the MEME algorithm, and the predicted binding sites were shown in Table 1 and 2. Most predicted binding sequences contained two copies of sequences similar to the 5′-TTTGG-3′ motif, but only one of the copies was highly conserved in some sequences. In some promoters, mainly those targeted by ScbR2, only half of the palindrome could be detected. This suggests a reliance on assistant proteins^17^ or a need for DNA configuration change to bring the halves closer.

### Targets of ScbR and ScbR2 in secondary metabolism and development

When analysing the function of their targets, a predominant role of ScbR and ScbR2 was to regulate secondary metabolism both directly and via regulatory cascades and loops. By direct targeting, they both interacted with the promoter of *sco6268* (which encodes a histidine kinase) in the *cpk* cluster, in addition to the promoter of *kasO*^9^,^10^, to repress coelimycin P1synthesis. 

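SCO6268 is listed as a histidine kinase at 6893258 to 6894022, transcribed from the minus strand. Its promoter window overlapped the ScbR peak from 6892899 to 6894540, with 223 tags, a fold enrichment of 1.67 and an FDR of 4.96%. It also overlapped the ScbR2 peak from 6893534 to 6894885, with 65 tags, a fold enrichment of 2.44 and an FDR of 0 (no replicates). The ScbR2 summit lay 385 bp upstream of the start. The ScbR summit lay 333 bp inside the gene, so that no ScbR peak remained when the summit itself had to be in the window, and none remained at a fold enrichment of at least 2. From binding at this promoter and at *kasO*, the paper reasons that both proteins act directly on the *cpk* cluster. At the SCO6268 promoter its evidence includes EMSA and DNase I footprinting with both proteins.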

As a result, most genes from the *cpk* cluster were transcriptionally activated in the *scbR* and *scbR2* mutants (Fig. 2b). Since ScbR and ScbR2 were observed to be expressed during different time periods, single mutant of each regulator could exert a regulatory effect on *cpk* synthesis. Also, ScbR and ScbR2 influenced CDA synthesis by binding to the promoter of the activator gene, *cdaR*; as expected, most genes of the *cda* cluster were down-regulated in both ΔscbR and ΔscbR2 mutants (Fig. 2b). 

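*cdaR* (SCO3217), listed as a transcriptional regulator, lies at 3529272 to 3531188 on the plus strand. In the ScbR list, the peak from 3528875 to 3532014 had 465 tags, a fold enrichment of 1.67 and an FDR of 0, with its summit 2195 bp past the *cdaR* start. The ScbR2 peak from 3527398 to 3530582 had 530 tags, a fold enrichment of 1.71 and an FDR of 6.38%, the lowest fold enrichment and the highest FDR of the ScbR2 list (no replicates). Its summit lay 503 bp upstream of the start. At a fold enrichment of at least 2, neither protein kept a peak at *cdaR*, and 0 ScbR2 peaks remained there with the FDR held to at most 5%. The paper concludes from binding at this promoter, found by EMSA for both proteins, that the proteins influence CDA synthesis through *cdaR*. It also reports a reporter test in which ScbR2 activated *cdaR*. It gives the lower transcription of the *cda* cluster in both mutants as the expected outcome.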

In this case, binding appears to activate, rather than repress, expression of the pathway activator gene. 

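*soyB1* (SCO3867) lies between SCO3865, which ends at 4250383, and SCO3868, which starts at 4251867. The ScbR peak from 4249756 to 4252252 covered this stretch, with 351 tags, a fold enrichment of 1.73 and an FDR of 4.92% (no replicates). No ScbR2 peak overlapped the promoter windows, and the nearest one, from 4253306 to 4255163 with a fold enrichment of 2.58, lay 1439 bp from the SCO3868 start. With the cut-off raised to a fold enrichment of 2, the ScbR peak was lost as well. The paper lists *soyB1* in Table 2 as a target taken from ScbR, and reasons from binding and lower expression that both proteins may affect the supply of reducing power.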

In addition, ScbR and ScbR2 may also exert an effect on reducing power supply for antibiotic production by targeting the expression of *soyB1*, which encodes a ferredoxin pivotal in transferring electrons to cytochrome P450 genes for secondary metabolism^18^; *soyB1* was down-regulated in both ΔscbR and ΔscbR2 (0.611 and 0.613 fold, respectively).

On the other hand, ScbR and ScbR2 made up the first step in some regulatory cascades (Fig. 4a). One case involved AfsS, target of the AfsKR two component system^19^ and was proposed to relate GBL signalling to the Act and Red production phenotypes^20^. Here, we further support this idea by identifying *afsK* as a target of ScbR and ScbR2. 

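*afsK* (SCO4423), a Ser/Thr protein kinase gene, lies at 4839304 to 4841703 on the plus strand. The ScbR peak from 4838371 to 4839835 had 205 tags, a fold enrichment of 1.90 and an FDR of 5%, with its summit 87 bp past the start codon (no replicates). In the ScbR2 list no peak overlapped the *afsK* promoter window, and the nearest, from 4833359 to 4835108 with a fold enrichment of 8.05, lay 4196 bp from the start. The ScbR peak did not pass a fold enrichment of 2. *afsR* (SCO4426), which encodes the regulator of the AfsKR system, had a ScbR peak from 4843055 to 4848660 with 763 tags and a fold enrichment of 1.70. Its summit lay 416 bp inside the gene. No ScbR peak remained at *afsR* at a fold enrichment of at least 2, or with the summit required in the window. The paper selected *afsR* for EMSA with ScbR and does not list it as bound. With *afsK* as a target, the paper places ScbR and ScbR2 at the first step of the cascade through AfsS.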

In ΔscbR, consistent with the diminished production of Act and Red, expression of *afsS* was greatly reduced (by 0.317 fold). Remarkably, AfsK is also implicated in polar growth and hyphal branching by phosphorylating DivIVA, and high AfsK activity could cause growth impediment^21^. This suggested a correlation between the phenotype of growth arrest (Supplementary Fig. S1) and the enhanced *afsK* expression (1.405 fold) in ΔscbR.

Thirdly, a sub-network involving ScbR and ScbR2 regulation was revealed. 

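*cprA* (SCO6312) lies between SCO6311, which ends at 6971979, and SCO6313, which starts at 6972975. The ScbR peak from 6971672 to 6973190 covered this stretch with 203 tags, a fold enrichment of 2.32 and an FDR of 2.11%, and no ScbR2 peak overlapped it or a promoter window within it (no replicates). *cprB* (SCO6071) lies between the end of SCO6070 at 6662988 and the start of SCO6072 at 6664069. It was covered whole by the ScbR2 peak from 6662757 to 6664681, with 107 tags and a fold enrichment of 3.13. The ScbR peak from 6662576 to 6665470, with 333 tags and a fold enrichment of 2.40, also covered it whole. The paper selected *cprB* for EMSA with ScbR and lists it as bound by ScbR2 only. Where the positions allowed a call, the other cut-offs and windows kept the 1 ScbR peak at *cprA*. They also kept the 1 peak of each protein at *cprB*. All are stricter than the main setting, so the 0 ScbR2 peaks at *cprA* could not change.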

The promoter of *cprA*, which encodes another close homologue of ScbR, was bound by ScbR and ScbR2, and *cprB*, also encoding a close homologue of ScbR, was a ScbR2 target. Both CprA and CprB were reported to be involved in the regulation of antibiotic production and sporulation^22^, and recently we found they repress GBL synthesis by binding to the promoter of *scbA* (unpublished results). SCO6323, encoding another ScbR homologue in *S. coelicolor*, was also demonstrated here to be under the control of ScbR and ScbR2. 

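The exact position of SCO6323 is not listed, and it lies somewhere between SCO6320, which ends at 6979466, and SCO6353, which starts at 7014907. At the SCO6320 side of this interval the ScbR list has a peak from 6978460 to 6982195 with 717 tags and a fold enrichment of 6.28, and the ScbR2 list a peak from 6979085 to 6981736 with 1073 tags and a fold enrichment of 48.31 (no replicates). A second ScbR2 peak, at the SCO6353 side, spans 7013589 to 7015313 with 122 tags and a fold enrichment of 5.10. Locus numbers follow position, so SCO6324 to SCO6352 lie between SCO6323 and SCO6353. The second ScbR2 peak is therefore an unlikely candidate for SCO6323. Whether the peaks at the SCO6320 side cover the SCO6323 promoter could not be settled from the listed genes. The paper states that both proteins control SCO6323, and lists it with SCO6324 among the EMSA-bound targets of each.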

Therefore, a complex regulatory network among GBL receptor homologues in *S. coelicolor* intervenes to control complex phenotypes (Fig. 4b).

Besides the common targets with ScbR, the antibiotic receptor ScbR2 appears to exert much more profound control on secondary metabolism. As a cluster-situated-regulator (CSR), ScbR2 bound more promoter regions within the *cpk* cluster. In addition to *kasO* and *sco6268* promoters, it also bound at the intergenic regions of *sco6271*-*sco6272*, *sco6275*-*6276*, and *sco6282*-*sco6283*, and the promoter of another regulatory gene *sco6288*. 

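ScbR2 had 9 peaks between SCO6263 and SCO6289, the region of the *cpk* cluster, where ScbR had 6 (no replicates). The ScbR2 peak from 6897451 to 6900149 overlapped the promoters of the divergent genes SCO6271 and SCO6272, with 639 tags and a fold enrichment of 39.67. Its summit lay at −98 bp and −211 bp relative to their starts. A ScbR peak from 6896894 to 6899491 lay at the same promoters, with 389 tags, a fold enrichment of 2.94 and an FDR of 0. Around SCO6275 and SCO6276, whose starts are at 6931959 and 6932285, no ScbR2 peak overlapped either promoter window. The nearest peak, from 6933578 to 6935066 with 106 tags and a fold enrichment of 5.33, lay 1293 bp from the SCO6276 start and upstream of SCO6278. The peak from 6941275 to 6942939, with 100 tags and a fold enrichment of 3.56, covered SCO6282 and reached into SCO6283. SCO6288 lies between the end of SCO6285 at 6945543 and the start of SCO6289 at 6948589, a stretch that also holds SCO6286 and SCO6287. The ScbR2 peak from 6945440 to 6948453, with 785 tags and a fold enrichment of 38.65, covers it nearly whole. A ScbR peak with a fold enrichment of 2.64 covers it whole. ScbR had no peak at SCO6275 and SCO6276 or at SCO6282 and SCO6283. At SCO6271 and SCO6272, and at SCO6282 and SCO6283, the 1 ScbR2 peak was present under each of the other cut-offs and windows. These are all stricter than the main setting, so the 0 peaks at SCO6275 and SCO6276 could not change. The paper concludes that, beyond the *kasO* and *sco6268* promoters shared with ScbR, ScbR2 bound further promoters of the cluster. It tested ScbR protein on the ScbR2 targets by EMSA as well. None of these further promoters is among those it lists as bound by ScbR, including the promoters with a ScbR peak here.

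**Figure D2:**
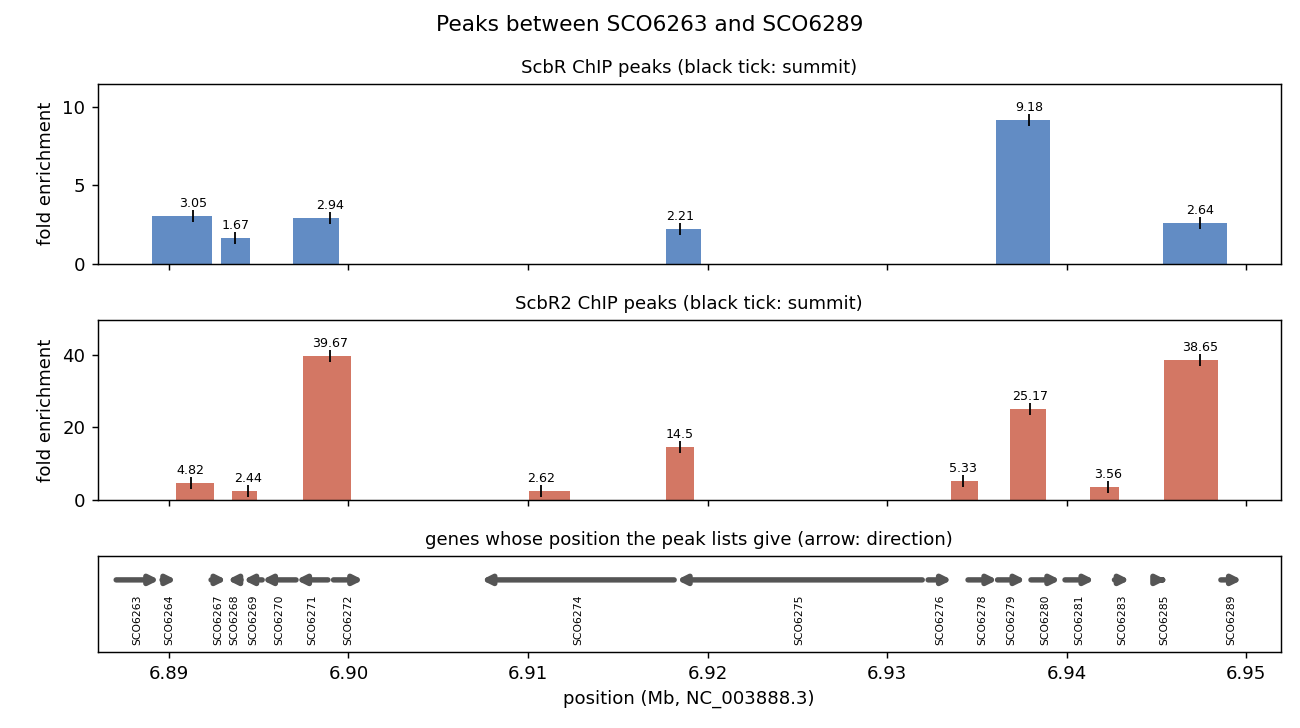
Peaks of ScbR and ScbR2 between SCO6263 and SCO6289, drawn as bars that span each peak along the chromosome in Mb and rise from 0 to its fold enrichment, with summits marked by ticks and the listed genes as arrows below (1 sample for each protein). The highest ScbR peak is at 9.18, and the highest ScbR2 peaks are at 39.67, 38.65 and 25.17.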

Similarly, in the *cda* cluster, beside the CSR gene *cdaR*, it also targeted the promoters of structural genes *sco3229-sco3230* and *sco3249*. 

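The divergent genes SCO3229, a 4-hydroxyphenylpyruvic acid dioxygenase gene at 3541951 to 3543066, and SCO3230 (*cdaPSI*), which starts at 3543335, had a ScbR2 peak from 3541900 to 3544006 with 382 tags, a fold enrichment of 22.4 and an FDR of 0 (no replicates). A ScbR peak from 3542047 to 3544084 lay at the same promoters, with 299 tags, a fold enrichment of 2.25 and an FDR of 6.67%. In the EMSA of the paper these promoters are listed as bound by ScbR2 and not by ScbR. SCO3249 lies between SCO3248, which ends at 3602078, and SCO3260, which starts at 3609789. ScbR2 peaks at the 2 ends of this interval had fold enrichments of 9.16 (3601186 to 3602742, 159 tags) and 2.40 (3609979 to 3611272, 64 tags). Locus numbers follow position, so SCO3250 to SCO3259 lie between SCO3249 and SCO3260, and the weaker peak is an unlikely candidate. Whether the stronger peak covers the SCO3249 promoter was not settled. The 1 ScbR2 peak at SCO3229 and SCO3230 remained under every other cut-off and window.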

Most strikingly, Act and Red production were completely abolished in ΔscbR2, a phenotype partly explained by the direct regulation by ScbR2 of the corresponding CSR genes *actII-orf4*, *redD* and *redZ*^23^,^24^. 

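*actII-orf4* (SCO5085), the activator gene of the *act* cluster, lies at 5528094 to 5528861 on the plus strand. Its promoter window overlapped the ScbR2 peak from 5527519 to 5530139, with 801 tags, a fold enrichment of 41.68 and an FDR of 0 (no replicates). The summit lay 958 bp past the start, beyond the end of the gene, and no ScbR2 peak remained when the summit itself had to be in the window. The ScbR peak nearest to the *actII-orf4* start, from 5528524 to 5529701 with 198 tags and a fold enrichment of 3.45, lay 430 bp from it and outside the window. *redZ* (SCO5881) lies between SCO5880, listed to 6438134, and SCO5882, listed from 6439123. A ScbR2 peak from 6438042 to 6439352, with 63 tags, a fold enrichment of 2.48 and an FDR of 0, covered it whole. *redD* is named in neither list and is not paired with an identifier in the tables, so its peak was not located. The paper reasons from binding at these regulatory genes that direct regulation by ScbR2 partly explains the loss of Act and Red. Its evidence includes EMSA at *actII-orf4* and *redZ* and their lower expression in the mutant. A reporter test in the paper also showed activation of *actII-orf4* by ScbR2.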

Transcription of them was greatly reduced in ΔscbR2 (Table 2). 

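*atrA* (SCO4118) lies between SCO4116, which ends at 4521269, and SCO4123, which starts at 4535862. ScbR2 peaks at the 2 ends of this interval span 4519478 to 4521097 (353 tags, fold enrichment 23.95) and 4530569 to 4536076 (469 tags, fold enrichment 3.10), and the listed genes did not settle which of them belongs to *atrA* (no replicates). *absA1* (SCO3225) lies at 3536945 to 3538660 on the plus strand, divergent from SCO3224. A ScbR2 peak from 3536730 to 3538279 overlapped the promoters of both genes, with 82 tags, a fold enrichment of 3.39 and an FDR of 0. Its summit lay 784 bp past the *absA1* start, and 0 peaks remained at SCO3224 and SCO3225 when the summit had to be in a promoter window. For *absA2* (SCO3226), whose position between *absA1* and SCO3229 is not listed, it was not settled which peak, if any, covers its promoter. The paper takes binding at these genes, which includes EMSA at *atrA* and *absA1*, as direct regulation of antibiotic production by ScbR2. It also reports lower *atrA* expression in the *scbR2* mutant, and a reporter test in which ScbR2 repressed *absA1*.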

Furthermore, ScbR2 directly regulates the pleiotropic regulatory genes *atrA*^25^ and *absA1/A2*^26^ to control antibiotic production. *atrA* was repressed (0.563 fold) and *absA1/A2* was induced (Supplementary Fig. S4) in ΔscbR2. Overall, about one third of targets of ScbR2 were found to affect antibiotic biosynthesis, revealing a key role of ScbR2 in the control of antibiotic production phenotypes.

### Targets of ScbR and ScbR2 involved in primary metabolism and other processes

The involvement of ScbR and ScbR2 in primary metabolism was mainly observed at three critical nodes in carbon flow, nitrate respiration and acetylglucosamine (GlcNAc) transport. Two genes encoding enzymes in glycolysis, *gap1*and *pyk2* (the former encodes a glyceraldehyde-3-phosphate dehydrogenase responsible for the synthesis of 1,3-biphosphoglycerate from glyceraldehyde -3 phosphate; the latter encodes a pyruvate kinase controlling an irreversible reaction from phosphoenolpyruvate to pyruvate), were found as targets of ScbR and ScbR2 (Fig. 4c). 

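*gap1* (SCO1947) lies at 2080143 to 2081153 on the minus strand, and the ScbR2 peak from 2080318 to 2082649 covered its promoter with 264 tags, a fold enrichment of 13.89 and an FDR of 0 (no replicates). The summit lay 179 bp upstream of the start. *pyk2* (SCO5423) lies at 5892975 to 5894405 on the minus strand, and the ScbR2 peak from 5893744 to 5895965 had 137 tags, a fold enrichment of 4.65 and an FDR of 0, with its summit 913 bp upstream. ScbR had no peak at either promoter, the nearest being 112819 bp from *gap1* and 29236 bp from *pyk2*. The *pyk2* peak was lost when the summit had to lie in the window, while *gap1* kept its 1 ScbR2 peak throughout. Both genes are marked in Table 1 as taken from ScbR2, and the paper counts them as targets of ScbR from EMSA.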

Reduced transcription of *gap1* in ΔscbR and ΔscbR2 (0.650 and 0.768 fold) suggests a slowdown of primary metabolism. Although, transcription of *pyk2* was marginally changed in ΔscbR, it was reduced in ΔscbR2 (0.783 fold). 

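*accA2* (SCO4921) lies at 5355283 to 5357055 on the minus strand. The ScbR2 peak from 5356470 to 5357430 overlapped its promoter with 44 tags, a fold enrichment of 3.60 and an FDR of 0.43%, and its summit lay 83 bp past the start codon (no replicates). The 44 tags compare with a median of 92 per ScbR2 peak. No ScbR peak overlapped the window, and the nearest, from 5351374 to 5352700 with a fold enrichment of 2.17, was 4355 bp from the start. The ScbR2 peak was present under all of the other cut-offs and windows. For ScbR, the only looser setting, a peak within 1000 bp of the start, gave no peak either.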

Another important target gene of ScbR and ScbR2, *sco4921* (*accA2*), encodes the A subunit of acetyl-CoA carboxylase, which is the key enzyme involved in converting acetyl-CoA to malonyl-CoA, thus providing precursors for antibiotic synthesis (notably polyketides such as Act and coelimycin P1) (Fig. 4c). Overexpression of *accA2* in both ΔscbR and ΔscbR2 (1.650 and 2.464 fold) would direct more acyl-CoA flux toward malonyl-CoA for antibiotic production. 

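*narG3* (SCO4947), which encodes a nitrate reductase alpha subunit, lies at 5381148 to 5384831 on the plus strand. The ScbR2 peak from 5380461 to 5382093 overlapped its promoter with 78 tags, a fold enrichment of 2.70 and an FDR of 0 (no replicates). The summit lay 273 bp past the start codon, outside the window, so that 0 ScbR2 peaks remained when summits were required there. The nearest ScbR peak was 28448 bp from the start. The paper lists *narG3* as a ScbR target taken from ScbR2 and tested by EMSA.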

NarG3, a component of respiratory nitrate reductase^27^, was also found as a target of ScbR and ScbR2, and its expression was induced in both ΔscbR and ΔscbR2 (1.487 and 2.347 fold). ScbR and ScbR2 were also involved in the regulation of nutrition utilization by targeting *nagE2*, which encodes the only permease for GlcNAc, a primary source of carbon and nitrogen for streptomycetes^28^,^29^. 

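*nagE2* (SCO2907), listed as a PTS transmembrane protein, lies at 3159229 to 3160479 on the plus strand. The ScbR peak from 3158282 to 3160171 had 538 tags, a fold enrichment of 8.17 and an FDR of 0, the fourth highest fold enrichment of the ScbR list. The ScbR2 peak from 3157807 to 3160721 had 1596 tags, the most of any peak, a fold enrichment of 51.10 and an FDR of 0 (no replicates). The summits lay 44 bp and 54 bp past the start codon, 10 bp apart. Each protein kept its 1 peak at *nagE2* under all of the alternative cut-offs and windows. From binding to this promoter the paper concludes that both proteins take part in the regulation of nutrition utilization.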

As mention above, *afsK* was under direct control from ScbR and ScbR2, downstream its response regulator AfsR was also closely involved with nitrogen and phosphate metabolism by binding with the promoters of the corresponding regulatory genes *glnR* and *phoR*/phoP^30^,^31^, and regulator PhoP could control GlnR and AfsS to correlate nutrition metabolism with antibiotic production^31^,^32^ (Fig. 4a). GBL and antibiotics are therefore involved in nutrition utilization as well.

Also ScbR2 controlled specific targets other than that shared with ScbR. The ribosome is a key node in cell associating with antibiotic-inducing responses and bacterial drug resistance^33^. Surprisingly, ScbR2 ChIP-seq binding peaks were associated with genes encoding ribosomal proteins, *rpsD* and *rpsL*, and were also present inside and upstream of ribosomal RNA genes (Supplementary Fig. S5), showing a role of ScbR2 in controlling ribosome assembly. 

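*rpsD* (SCO1505) lies between SCO1504, listed to 1608931, and SCO1506, listed from 1609885. Nearly all of this stretch was covered by the ScbR2 peak from 1608953 to 1610626, with 266 tags, a fold enrichment of 16.84 and an FDR of 0 (no replicates). A ScbR peak from 1606778 to 1611992, with 740 tags and a fold enrichment of 1.65, covered the whole stretch. In the EMSA of the paper *rpsD* is listed as bound by ScbR2 and not by ScbR. *rpsL* (SCO4659) lies at 5088946 to 5089317 on the plus strand, and the ScbR2 peak from 5087895 to 5089154 had 103 tags, a fold enrichment of 6.15 and an FDR of 0, with its summit 371 bp upstream of the start. The 1 ScbR2 peak at *rpsL* was found under every alternative cut-off and window. Ribosomal RNA genes are not among the genes named in the lists. From peaks at these genes, the paper infers a role of ScbR2 in ribosome assembly.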

The ability of a cell to synthesize proteins during stationary phase was thought the indication of its ability to produce secondary metabolite^34^. Accelerated protein synthesis displayed by overexpressed *rpsL* and *rpsD* in ΔscbR2 (1.418 and1.871 fold) could contribute to increased antibiotic production. In streptomycetes, mutants of σ factors implicated in stress-response are also perturbed in antibiotic production^35^. Among ScbR2 targets, we also identified genes for sigma factors. For example, SigR controls the response to thiol-oxidative stress^36^, and maintains the level and activity of the housekeeping sigma factor HrdB^37^. 

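*sigR* (SCO5216) lies between SCO5214, listed to 5674303, and SCO5218, listed from 5676345, a stretch of 2041 bp. The ScbR2 list has 1 peak there, from 5675035 to 5676567, with 89 tags, a fold enrichment of 3.14 and an FDR of 0 (no replicates). Its summit at 5675742 lies within the stretch, but the listed genes did not settle whether the peak overlaps the *sigR* promoter window.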

Interestingly, one of the targets of SigR, NdgR, can bind to the *scbR-scbA* intergenic region^38^, so the regulation on SigR resulted in two cascades from ScbR2 to KasO: ScbR2-SigR-NdgR-ScbR-KasO, and ScbR2-SigR-HrdB-KasO (the *kasO* promoter is recognised by the HrdB sigma factor^39^), as shown in Fig. 4d. Also, overexpressed *sigR* in ΔscbR2 (1.620 fold) was speculated to increase cysteine synthesis to meet the high demand of *N*-acetylcysteine in coelimycin P1 biosynthesis^8^ due to induction on cysteine synthesis gene *cysM* by SigR^40^. 

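*sig15* (SCO3068) and SCO3067 lie between the listed genes SCO3066 and SCO3070, and the ScbR2 peak from 3359863 to 3362054, with 160 tags and a fold enrichment of 7.79, covered both (no replicates). SCO4677 lies between SCO4676, listed to 5108129, and SCO4678, listed from 5108924, wholly inside the ScbR2 peak from 5107399 to 5109769, with 161 tags and a fold enrichment of 6.27. *sigF* (SCO4035) lies between the end of SCO4034 at 4431640 and the start of SCO4040 at 4434929. ScbR2 peaks from 4430917 to 4433517 (126 tags, fold enrichment 3.04) and from 4435182 to 4436517 (84 tags, fold enrichment 4.82) reach into or near this stretch. Locus numbers follow position, so SCO4036 to SCO4039 lie between *sigF* and SCO4040. The peak from 4435182 is therefore an unlikely candidate, and the other could not be assigned to *sigF* from the listed genes. The 1 ScbR2 peak at *sig15* and the 1 at SCO4677 did not depend on the cut-off. No ScbR peak lay at *sig15*, *sigF* or SCO4677.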

Three other sigma factors were found as targets of ScbR2: Sig15 was reported to play a role in osmotic stress response^41^; SigF controls late stages of spore development in *Streptomyces*^42^; and SCO4677, an anti-sigma factor (F), was found to repress antibiotic production and morphological differentiation^43^. Through regulation of sigma factors, ScbR2 also intensely relate with stress responses, further supporting a role of ScbR2 in eliciting survival responses in perception of antibiotic signals.

### Refinement of a local regulatory network and FFL motifs

Besides ScbR and ScbR2 (Supplementary Fig. S3), *nagE2* is also under multi-level regulation including repression by DasR (a master GlcNAc-responsive regulator)^23^,^28^, activation by AtrA (an activator of Act production)^25^, and activation from ROK7B7, which affects xylose utilization and carbon catabolite repression^44^,^45^. Recently, AtrA was reported to be regulated by DasR^23^, thus our work brought in more interplays among these regulators on the control of GlcNAc transport (Fig. 5a). Such interplay also occurred upstream of *actII-orf4*, a known target of DasR, AtrA and ROK7B7^25^,^28^,^46^. Another antagonism happened between ScbR2 and DasR on the *redZ* promoter^28^, further indicating a close relation between GlcNAc transport and antibiotic production (Fig. 5a). Both *actII-orf4* and *atrA* are shown here to be under the direct control of ScbR2 (Supplementary Fig. S3). Thus two FFLs are formed: ScbR2-AtrA-ActII-orf4 and ScbR2-AtrA-NagE2 (Fig. 5b, 1&2). The former is a type I coherent FFL^47^, in which both regulators X and Y activate the expression of gene *Z* while regulator X could also activate expression of regulator Y, but the latter FFL controlling NagE2 is an undefined type, since the regulatory effects of the binding of ScbR2 to NagE2 on the gene expression is statistically insignificant from microarray analysis. ScbR was reported to be down-regulated by DasR^46^, hence another FFL was formed by DasR-ScbR-NagE2 to control the expression of *nagE2* (Fig. 5b 3). ScbR is also regulated by PhoP^17^, which could control the *atrA* expression^17^, indicating a complex interaction among GBL and antibiotic signalling with phosphate nutrition. Based on these interactions, comprehensive linkages were built between primary metabolism and secondary metabolism, nutritional signals (C, N and Pi sources) and signalling molecules (GBL and antibiotics) (Fig. 5a). This local regulatory network also provides a basic picture of regulatory networks and the underlying regulatory mechanisms.

Seven more FFL loops were extracted from the newly identified regulatory interactions (Fig. 5b 4–7). For example, *actII-orf4* was found to be under control of two more FFL motifs via AbsA1A2 or AdpA as mediators^26^,^48^. When *scbR2* is disrupted, AtrA is expected to be down-regulated, but AdpA and AbsA1A2 should be up-regulated (based on the Gus test shown in Supplementary Fig. S4), and the effects of reduced activation by AtrA and ScbR2, increased activation by AdpA, and increased repression from AbsA1A2 would then be integrated at the *actII-orf4* promoter. So the abolishment of Act production in ΔscbR2 may mainly result from a more active AbsA1A2 repression. Likewise, multiple FFLs integration was also found to control expression of *nagE2*, *cdaR*, *redD* and *scbA* and their corresponding phenotypes. Therefore multi-FFLs were employed by *S. coelicolor* to control key cellular events.

## Discussion

In this work, by ChIP-seq and transcriptome analysis, a global view of the specific responses triggered by GBL and antibiotic signalling and the regulatory networks downstream ScbR and ScbR2 were obtained. Unlike the well-studied GBL system of *S. griseus*, in which the GBL receptor ArpA mainly exerts its control by regulating the expression of AdpA that in turn binds and regulates multiple targets^7^, ScbR exerts its effects by directly binding to multiple targets and also binds to targets in primary metabolism that are not found in the GBL regulatory cascades in *S. griseus*. Therefore, the GBL signalling system of *S. coelicolor* is fundamentally different from that of *S. griseus*. ScbR2-mediated antibiotics signalling could provoke large scale physiological responses, including secondary metabolism change, ribosome assembly and induction of stress-related sigma factors. Such responses are beneficial for adaptation and could be vital to the survival of bacteria in their natural habitats. A major response mediated by ScbR and ScbR2 was the shift of endogenous antibiotics production, which could also serve as signals in intra- and interspecies communication or weapons in interspecies competition, implying a role of GBL and antibiotic signalling in streptomycetes ecology.

Interplays between ScbR, ScbR2 and other regulators allow the refinement of complex networks, among which several patterns of regulatory interconnection were extracted. By direct interaction, ScbR2 controls the sequent expression of multiple genes for coelimycin P1 synthesis according to the affinity of ScbR2 with their promoters, a common regulatory node in the metabolic pathway to perform a temporal regulation^47^. Also, ten FFLs involving ScbR and/or ScbR2 were defined in this work. FFLs are important building blocks of regulatory networks^47^. They can generate different phenotypes under different signal strength, as we observed previously with the incoherent FFL consisting of ScbR2-AdpA-RedD^6^, and could also serve other purposes, such as acceleration of signal response and noise filtration^49^,^50^. In the coherent type 1FFL ScbR2-AtrA-ActII-orf4 (Fig. 5b 1), both ScbR2 and AtrA can be deactivated from their targets by Act^10^,^51^. Therefore, when the concentration of Act is low, it would first disassociate the low affinity regulator, but the activation of *actII-orf4* will be maintained by the other activator. Thus the FFL could function to delay and filter the turbulence in Act concentration on *actII-orf4* expression. But when the Act concentration is high enough to disassociate both ScbR2 and AtrA from the *actII-orf4* promoter, the FFL will accelerate the response to shut down the expression of *actII-orf4* and Act production, forming a quick-responsive feedback inhibition mechanism (Fig. 5a). Interestingly, integration of multiple FFLs and utilization of feedback loop were discovered to control GlcNAc transport, antibiotics production, and SCB1 synthesis, which would benefit a stable gene expression^52^,^53^ and permit *S. coelicolor* to show robust adaptation to stimulus. Hence various strategies are used by *S. coelicolor* to adapt to chemical signals and to deal with fluctuating conditions in different environments.

Complex cross-talks between nutrient, stress, GBL and antibiotic signalling pathways were discovered in this work, involving interplays among ScbR, ScbR2 and many key regulators. Some same regulators were found to control both GlcNAc transport and antibiotic production, suggesting a close relation between GlcNAc transport and antibiotic production and the importance of this correlation in the physiology of *S. coelicolor*. GlcNAc is a major nutritional signal for streptomycetes to decide between growth and irreversible sporulation^28^. Therefore to guarantee the accuracy of the decision, multiple regulators, cross-talk between signalling pathways and FFLs formed by these regulators were employed to perform a delicate control on GlcNAc transport. Moreover, cross-talks with other regulators by ScbR or ScbR2, for example, with AdpA, AbsA2, AfsQ1,GlnR, DraR etc at the *actII-orf4* promoter; AbsA2 and AfsQ1at the *cdaR* and *redZ* promoter; and DraR, AfsQ1 and PhoP at the *kasO* promoter^20^, allow the cells to integrate nutritional signals and signals from population growth and environment (manifested by the GBL and Act or Red signals) to adjust the activities of diverse processes, in order to maintain a nutrient homeostasis in natural condition^54^ and to make and support the important decision to sporulate and/or make antibiotics.

## Methods

### Bacterial strains, plasmids, oligonucleotides and growth conditions

Bacterial strains used in this study are listed in the Supplementary Table S3 and the oligonucleotide primers used are listed in Supplementary Dataset S1. *S. coelicolor* strains were incubated on MS solid medium for sporulation and Gus reporter assay. They were grown in liquid SMM medium at 30 °C for western blotting, antibiotic production, ChIP, and microarray experiments. SMMS plates were used for the observation of strain phenotypes. Antibiotic production was detected as described previously^10^. *E. coli* strains were grown in Luria–Bertani medium containing ampicillin (100 μg/mL), kanamycin (50 μg/mL), apramycin (50 μg/mL), hygromycin (50 μg/mL) or chloramphenicol (50 μg/mL) when necessary.

### Western blotting

ScbR and ScbR2 monoclonal antibodies were prepared with recombinant proteins as antigens by CoWin Biotech Co. Ltd as described before^6^. Protein concentration was measured with Bradfold method. Total protein was extracted at 18, 24, 30, 36, 42, 48, 60 hour and 20 μg of each sample was subjected to sodium dodecyl sulfate-polyacrylamide gel electrophoresis (12%). The primary antibodies were diluted at a ratio of 1:3000 from the concentration of 1 mg/ml, while goat anti-rabbit immunoglobulin G- horseradish peroxidase conjugate was used as a secondary antibody at a ratio of 1: 2000.

### Construction of ΔscbR

To construct ΔscbR, a 1903 bp an a 1548 bp homologous arm were amplified from M145 genome with primers scbRLarmF/scbRLarmR and scbRRarmF/scbRRarmR, and digested with HindIII and BamHI, and BamHI and EcoRI, respectively. Digested fragments were then ligated with pKC1139 digested with HindIII and EcoRI to obtain the plasmid pKC1139-∆scbR, which was then conjugated into M145 to obtain the ΔscbR strain. Disruption of *scbR* was verified by PCR, showing that a 502 bp fragment internal to *scbR* gene was deleted.

### ChIP-seq

ChIP experiments were carried out as described previously^6^. Samples of *S. coelicolor* M145 were grown in liquid SMM and harvested at 30 h and 42 h for ScbR and ScbR2 ChIP experiments, respectively. DNA obtained from ChIP experiments was then sonicated into shorter fragments and TruSeqTM DNA Sample Prep Kit-Set A was used to create a pair-end DNA library, which was subsequently amplified with TruSeq PE Cluster Kit and sequenced using Illumina Hiseq2500. MACS^15^ was used to identify peaks of ScbR and ScbR2 binding, and software CGview was used to create and view ChIP-seq maps^55^. Sequencing data were deposited in NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/, number GSE64903).

### Microarray transcriptional profiling

Spores of M145, ΔscbR and ΔscbR2 were inoculated in liquid SMM medium and grown at 30 °C. M145 and ΔscbR were harvested for RNA extraction at 30 h, M145 and ΔscbR2 were harvested at 42 h for RNA extraction. RNAs were then subjected to customized 8*60k Agilent microarray of *S. coelicolor* for hybridization according to the manufacturer’s published protocol (Agilent). Hybridization signals were extracted with Feature Extraction software to obtain raw data, which was introduced into GeneSpring GX software to set parameters and data obtained were then normalised. Six probes were designed for each gene and three biological replicates were analysed. Offset data of each gene were removed firstly based on criterion: 

 and average values were used to indicate transcriptional changes. Microarray data were deposited in NCBI (GEO number GSE64645).

### Construction of *gus* reporter plasmids

Promoters of *absA1*, *actII-orf4* and *cdaR* were amplified from genomic DNA with primers absA1pGR/absA1pGF, actII-orf4pGF/actII-orf4pGR, and cdaRpGF/cdaRpGR, respectively. Plasmid backbone was amplified from plasmid pLC-gus^6^ with primers pLCgusF/pLCgusR. Promoters were then assembled with plasmid backbone by Gibsion assembly to construct plasmids pLC-absA1p-gus, pLC-actII-orf4p-gus and pLC-cdaRp-gus. Plasmids were sequenced for validation and transformed into WT and ΔscbR2 for coloration detection^56^.

## Additional Information

**How to cite this article**: Li, X. *et al.* ScbR- and ScbR2-mediated signal transduction networks coordinate complex physiological responses in *Streptomyces coelicolor*. *Sci. Rep.* **5**, 14831; doi: 10.1038/srep14831 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
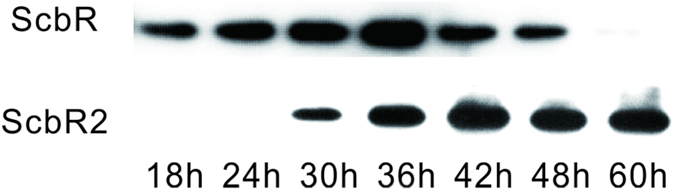
Protein levels of ScbR and ScbR2 during growth period. Western blotting was carried out to analyse the temporal expression of protein ScbR and ScbR2 during growth in liquid medium.

**Figure 2:**
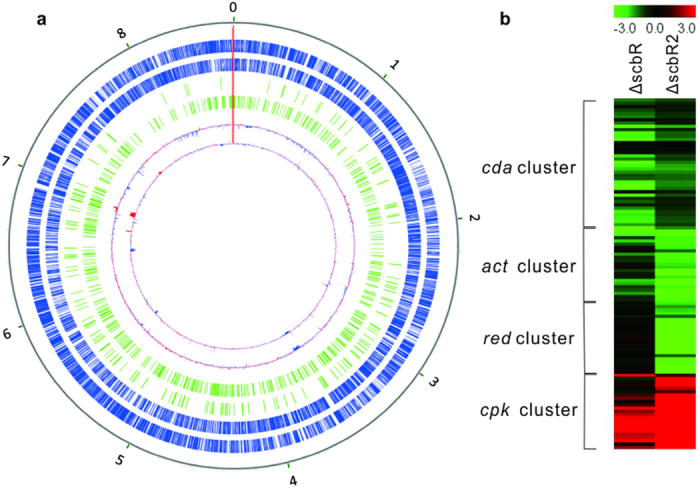
Distribution and attributes of global targets of ScbR and ScbR2. (**a**) A map of the *S. coelicolor* genome with ChIP-seq of ScbR and ScbR2 and transcriptome profiling data of their mutants. From the outmost to the innermost, coding sequences in the genome are shaded in blue as the two outer circles, the genomic distribution of ScbR and ScbR2 targets are shown in green. The transcriptome profiling of scbR and scbR2 mutants are indicated in the innermost two circles: the red lines represented genes up-regulated by mutation, while the blue indicated down-regulated genes. (**b**) Transcriptional effects of ScbR and ScbR2 on four antibiotic cluster genes. Red indicates activation; green indicates repression, while dark means no change.

**Figure 3:**
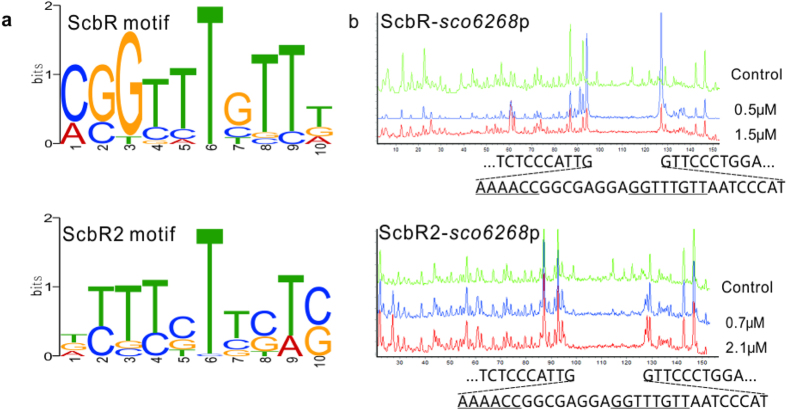
Conserved motifs and DNase I footprinting of ScbR and ScbR2 on *sco6268* promoter. (**a**) Conserved motifs of ScbR and ScbR2. All binding sequences of ScbR or ScbR2 were submitted to MEME algorithm for motif derivation. (**b**) Binding sites of ScbR and ScbR2 on *sco6268* promoter. Footprints of ScbR and ScbR2 are shown between dashed lines, and the MEME predicted motifs were underlined.

**Figure 4:**
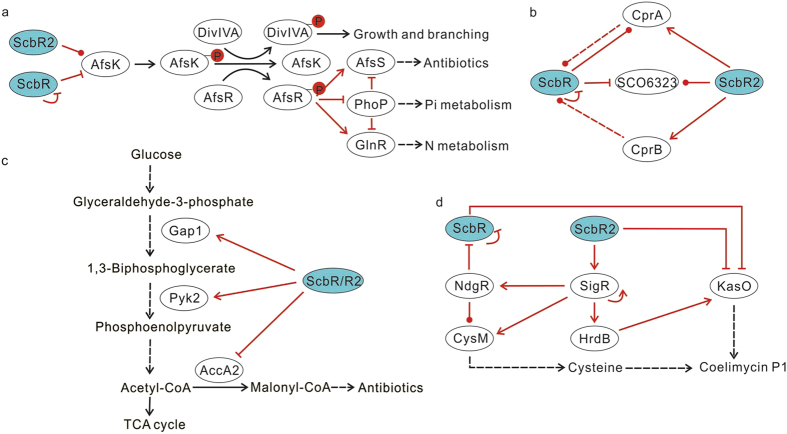
ScbR and ScbR2 mediated regulatory cascades and sub-networks. (**a**) The involvement of AfsK in the regulatory cascades from ScbR or ScbR2 to growth or branching, antibiotic production and nutrition metabolism. (**b**) A complex regulatory network among GBL receptor homologues in *S. coelicolor.* (**c**) Control on the glycolysis and carbon flow by ScbR and ScbR2. (**d**) A sub-network stemming from the regulation of ScbR2 on sigma factor SigR. Regulatory interaction is indicated in red, while metabolite flow is indicated in black. Line with arrow represents activation, with bar represents repression, while with dot means the regulatory effect is unclear or dual function.

**Figure 5:**
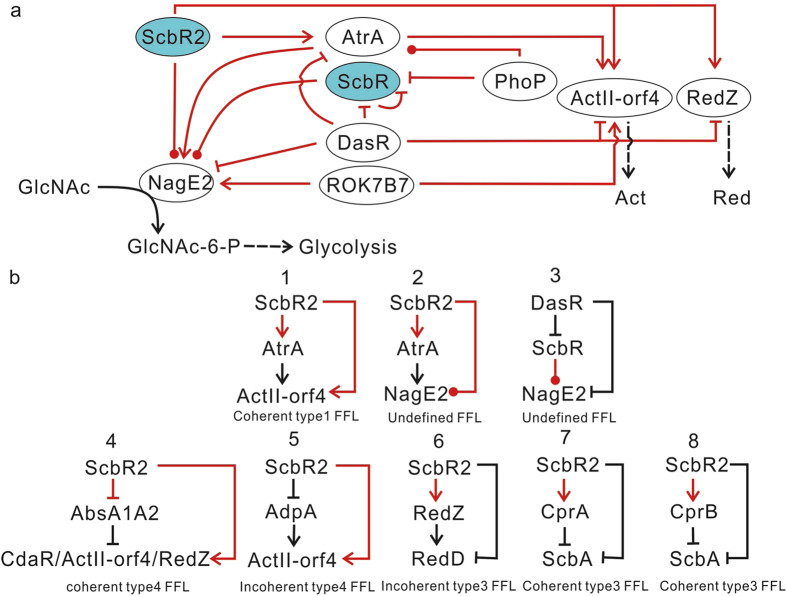
The refinement of a comprehensive sub-network and 10 FFLs. (**a**) A comprehensive sub-network involving control of GlcNAc transport and antibiotics production. Regulatory interaction is indicated in red, while metabolite flow is indicated in black. Lines with arrows represent activation; lines with bars represent repression, while lines with dots mean the regulatory effect is unclear. (**b**) 10 refined FFLs. Red lines represent newly found regulatory interaction.

**Table 1:** Targets of ScbR confirmed by EMSA.

Gene	Name	Fold change	Annotation	Possible binding site
sco1402-1403*	*cvnA4*	0.974	Putative large secreted protein	AGTAGTAGGCTCGCGCCGTTTGTTG
		0.544	Putative membrane protein	
sco1947*	*gap1*	0.650	Glyceraldehyde-3-phosphate dehydrogenase	ACGAACCGATCTCCTCGTTGGTAC
sco2373*	*tcmA*	0.906	Tetracenomycin C efflux protein	TTACTGACTCGTGAATTGGTTTGTCA
sco2907	*nagE2*	1.043	Putative PTS transmembrane component	TGGAAAAGACCGGATCCCCGCTTCTTT
sco3217	*cdaR*	0.420	Putative transcriptional regulator	GCCGCACCGCTGCGCAGGTTTGG
sco3867-3868	*soyB1*	0.611	Putative ferredoxin	CGCACTCCAGCGGCGGTCGGTTTCGG
		1.398	Putative uncharacterized protein	
sco4423	*afsK*	1.405	Serine/threonine-protein kinase AfsK	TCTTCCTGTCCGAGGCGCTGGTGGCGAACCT
sco4921*	*accA2*	1.650	Putative acyl-CoA carboxylase A subunit	CGTGCTGCGGGCCACGCGGTTTCTTT
sco4947*	*narG3*	1.487	Nitrate reductase alpha chain NarG3	GCCGACGCCGCTGACCGGCTTCTGA
sco5423*	*pyk2*	1.017	Pyruvate kinase	TTTTCGAACGGCGCATGGGTGCCATCCT ATCGGTTTGTTT
sco6268		1.874	Putative histidine kinase	TTAACAAACCTCCTCGCCGGTTTTCAAT
sco6312	*cprA*	0.969	Transcriptional regulator	AAAAACAGGCACACGGTCTGTTG
sco6323-6324		1.875	Putative tetR-family regulatory protein	ACTGAAAAGGGTTATTGCCTGTTTTGT
		0.974	Putative hydrolase	

^*^indicated targets obtained from ScbR2 targets. Divergent genes are listed in separated lines. Fold change value is the average of three biological duplicates.

**Table 2:** Targets of ScbR2 confirmed by EMSA.

Gene	Name	Fold change	Annotation	Possible binding site
sco1346–1347	*fabG3*	0.970	Putative 3-oxoacyl-ACP reductase	CTAGAAGCCCTGGCACCCGGTGTCA
		1.128	Putative secreted protein	
sco1402–1403	*cvnA4*	1.063	Putative large secreted protein	AGTAGTAGGCTCGCGCCGTTTGTTG
		0.747	Putative membrane protein	
sco1505	*rpsD*	1.418	30 S ribosomal protein S4	TGACAAGCCGGAAACCCAGAAAAGAGA
sco1570–1571	*argH*	1.161	Argininosuccinate lyase	TGTCTAACGATTATGCGGGTGCGG
		1.178	Putative uncharacterized protein	
sco1697–1698	*soxR*	1.088	Putative merR-family regulator	TCGCTCACCCGGTGCGCTCGTTTCTAAG
		1.637	Putative uncharacterized protein	
sco1947	*gap1*	0.768	Glyceraldehyde-3-phosphate dehydrogenase	ACGAACCGATCTCCTCGTTGGTAC
sco2373	*tcmA*	1.325	Tetracenomycin C efflux protein	TTACTGACTCGTGAATTGGTTTGTCA
sco2528–2529	*leuA*	0.982	2-isopropylmalate synthase	GGTCACGCGGGTCCGTATCAGT
		1.004	Putative metalloprotease	
sco2615–2616	*valS*	0.806	Folylpolyglutamate synthase	CCCGAAACG CGTTTCTTC
		1.455	Putative membrane protein	
sco2879	*cvnA12*	1.366	Putative uncharacterized protein	GGTCCTGGTAGTGGCTCAGTCGGTGT
sco2907	*nagE2*	1.099	Putative PTS transmembrane component	TGGAAAAGACCGGATCCCCGCTTCTTT
sco3067–3068		0.904	Putative anti anti sigma factor	CGCACACCGCAGTGCACGTATTTG
	*sig15*	0.953	RNA polymerase sigma factor	
sco3217	*cdaR*	0.756	Putative transcriptional regulator	GCCGCACCGCTGCGCAGGTTTGG
sco3224-3225		1.009	Putative ABC transporter ATP-binding protein	CGACGAATCGAATCGCTTGTAC
	*absA1*	0.912	Two component sensor kinase	
sco3229–3230		0.410	Putative 4-hydroxyphenylpyruvic acid dioxygenase	TTCGTTTTGCATTGTGAGGAGACAGGTGT
	*cdaPSI*	0.341	CDA peptide synthetase I	
sco3249		0.379	Putative acyl carrier protein	TTCGAACCTGCGACACCCGCTTTAGG
sco3615–3616	*ask*	1.010	Aspartokinase (EC 2.7.2.4)	GCTCCTCGCTCAATCCGTCTCTTT
		1.115	Putative uncharacterized protein	
sco3867–3868*	*soyB1*	0.613	Putative ferredoxin	CGCACTCCAGCGGCGGTCGGTTTCGG
		2.278	Putative uncharacterized protein	
sco3961	*serS*	0.947	Serine—tRNA ligase	AGGCCACCCTTCGTCCACCTGTTTCTTG
sco4035	*sigF*	1.077	RNA polymerase sigma-F factor	TTGCACACAGTGGACATGTCTTGTGA
sco4118	*atrA*	0.563	Putative tetR-family transcriptional regulator	ACGCACCCGGCGCTTGCGTTTGTCC
sco4423*	*afsK*	1.110	Serine/threonine-protein kinase AfsK	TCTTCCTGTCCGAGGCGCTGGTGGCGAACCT
sco4503		1.103	Putative long-chain-fatty acid CoA ligase	CAGCGACAGCAGAAGCAGTGTCTTT
sco4659	*rpsL*	1.871	30 S ribosomal protein S12	TAGGCACTACTTCTCCGGTTTCTGT
sco4677		1.550	Putative regulatory protein	GACGGACGCGGTGAGTTCGGTGGTGG
sco4921	*accA2*	2.464	Putative acyl-CoA carboxylase complex A subunit	CGTGCTGCGGGCCACGCGGTTTCTTT
sco4947	*narG3*	2.347	Nitrate reductase alpha chain NarG3	GCCGACGCCGCTGACCGGCTTCTGA
sco5085	*actII-orf4*	0.250	Actinorhodin operon activatory protein	ATAACAGGCCTACTCAACAGATTTCAAT
sco5216	*sigR*	1.620	RNA polymerase sigma factor	AGTGAGACCGGTCTCGGTTTCACG
sco5423	*pyk2*	0.783	Pyruvate kinase	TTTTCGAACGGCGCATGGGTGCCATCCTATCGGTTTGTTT
sco5544–5545	*cvnA1*	1.024	Putative membrane protein	GGAATGATGCCTTCAGGTGTGCAA
		0.952	Putative uncharacterized protein	
sco5881	*redZ*	0.449	Response regulator	GACGACCCGTGTCCTGGTGTGCTG
sco6060	*murC*	0.992	UDP-N-acetylmuramate—L-alanine ligase	ACAAGGTCGGCGTGCCGGTCCTGAA
sco6071	*cprB*	0.777	A-factor receptor homolog	ACTCAGAGCAGTTCGCTGGTCACTTG
sco6268		10.927	Putative histidine kinase	TTAACAAACCTCCTCGCCGGTTTTCAAT
sco6271–6272		N/A	Putative acyl-CoA carboxylase complex A subunit	ACATTTCCTTCTCTCTTGTTCTCA
		16.275	Putative secreted FAD-binding protein	
sco6275–6276		25.435	Putative type I polyketide synthase	GACTGATCACCTACCCGGTGTTTCT
		21.160	Putative secreted protein	
sco6282–6283		8.899	Putative 3-oxoacyl-ACP reductase	CTGCAATTACCCTCGGCGGTATGACG
		9.556	Putative uncharacterized protein	
sco6288		40.447	Putative regulatory protein	GAAGAGACCGAGCGGTCCGTTTCATT
sco6312	*cprA*	0.801	Transcriptional regulator	AAAAACAGGCACACGGTCTGTTG
sco6323–6324		0.923	Putative tetR-family regulatory protein	ACTGAAAAGGGTTATTGCCTGTTTTGT
		1.082	Putative hydrolase	
sco7623		0.904	NAD(P) transhydrogenase alpha subunit	CGAGAGACGGCCGTCGTTCTTG

^*^indicated targets obtained from ScbR targets. Divergent genes are listed in separated lines. Fold change value is the average of three biological duplicates.

# Supplementary material for: ScbR- and ScbR2-mediated signal transduction networks coordinate complex physiological responses in Streptomyces coelicolor
**Source:** Sci Rep. 2015 Oct 7;5:14831. doi: 10.1038/srep14831
**Supplement:** Supplementary Information

**ScbR- and ScbR2-mediated signal transduction networks coordinate complex physiological responses in *Streptomyces coelicolor***

Xiao Li, Juan Wang, Shanshan Li, Junjie Ji, Weishan Wang*, Keqian Yang*

**Supplementary Figure S1.** **Phenotypes and antibiotic production profiles of ΔscbR and ΔscbR2 compared to M145.**

**
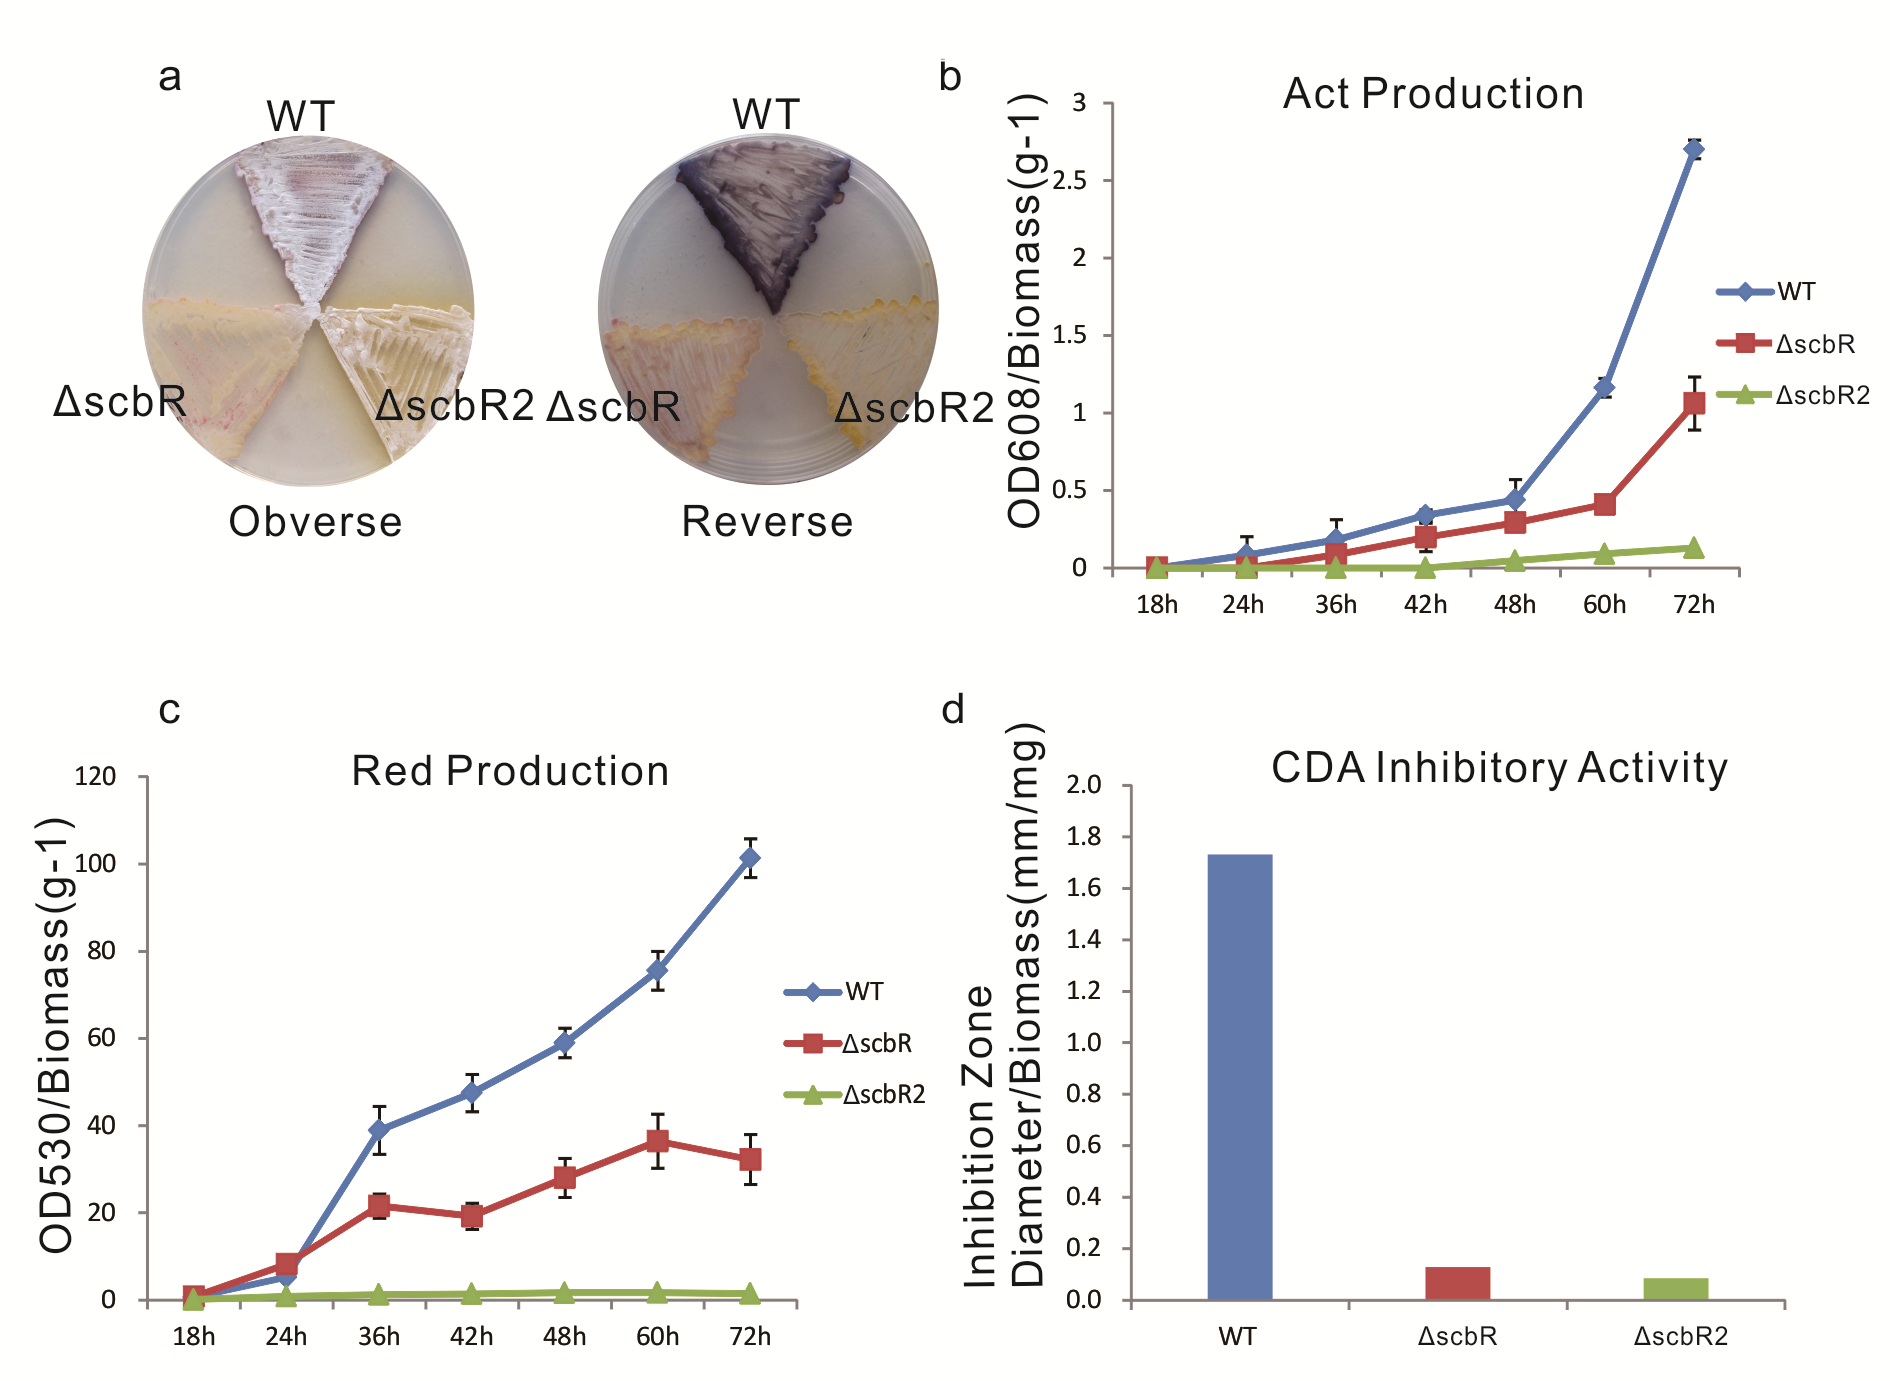
**

(a) Phenotypes and antibiotics production of ΔscbR, ΔscbR2 and M145 on SMMS plates. Spores of ΔscbR, ΔscbR2 and M145 were incubated on SMMS plates at 30 °C; growth status was photographed after 36 hour while antibiotic production was after 3 days. (b, c, d) Antibiotics production profiles in liquid SMM culture, CDA production was measured at 72h.

**Supplementary Figure S2. Analysis of distribution of binding sites of ScbR and ScbR2 on the genome.**

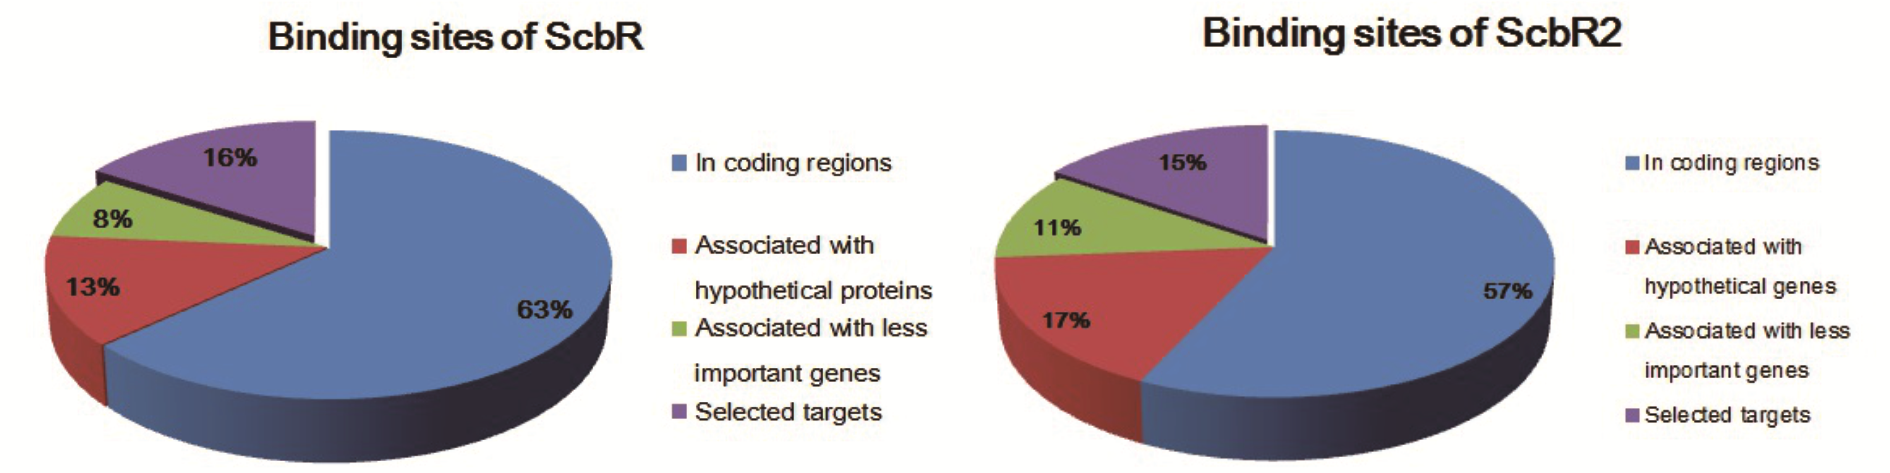

Binding sites locates in the coding regions, associated with hypothetical genes, and with less important genes were not considered, but targets associated with genes that were studied or with important annotations were selected in this work.

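The share of binding sites in coding regions could be bounded for all peaks. Of the 143 ScbR summits, 54 lay inside a listed gene, 12 lay between neighbouring genes, and 77 could not be placed because a gene around them was not listed (no replicates). Of the 491 ScbR2 summits, 252 lay inside a listed gene, 52 between neighbouring genes, and 187 could not be placed. The coding share therefore lies between 37.8% and 91.6% for ScbR and between 51.3% and 89.4% for ScbR2. These bounds, which were added after the files had been seen, count the unplaced summits first as non-coding and then as coding.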

**Supplementary Figure S3. EMSA assays of purified ScbR and ScbR2 with selected promoters.**

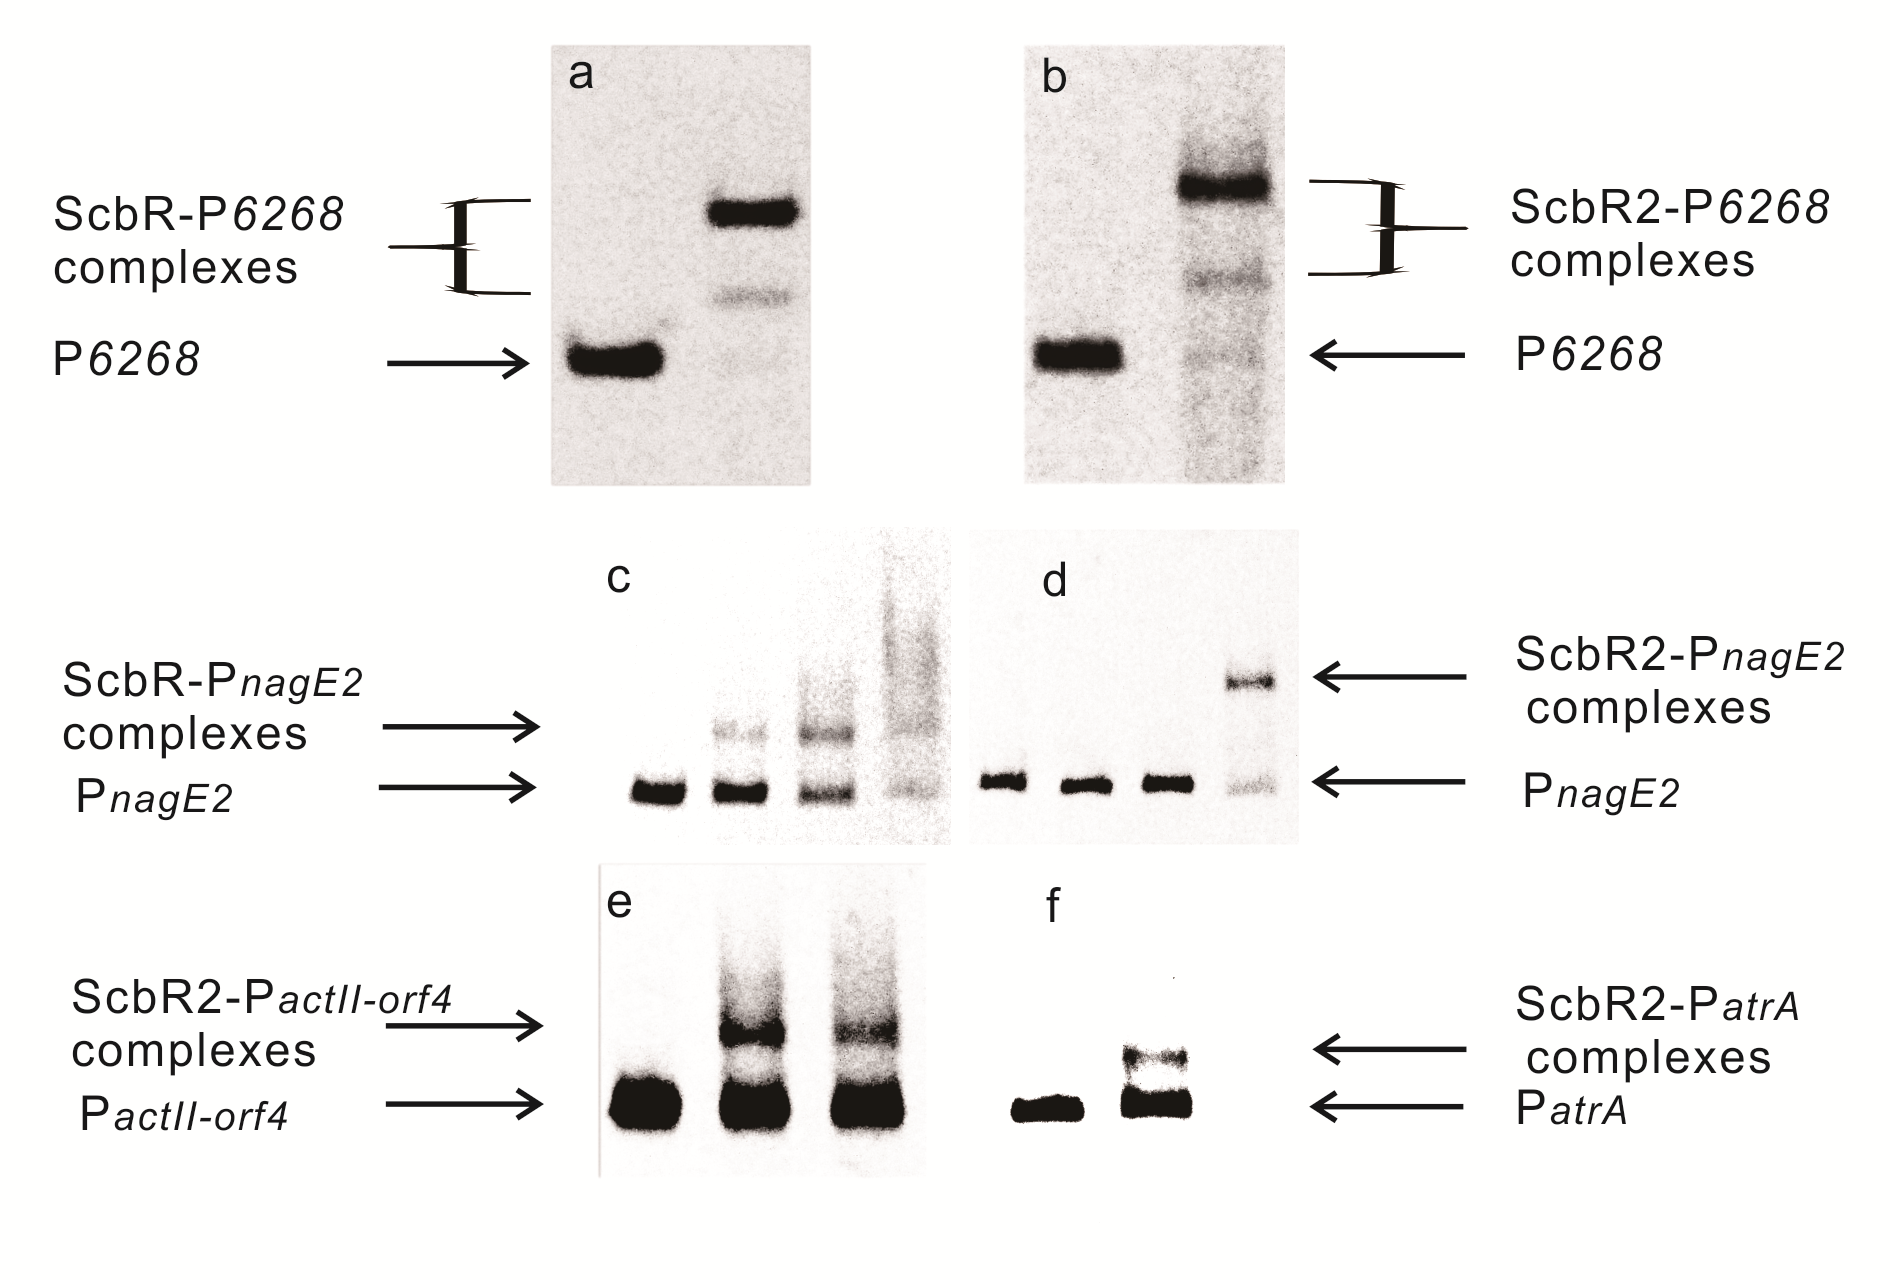

Each lane contained 6 ng probe P*6268,* and 0.21 μM ScbR (a) or 0.31 μM ScbR2 proteins (b). Each lane of (c) and (d) contained 6 ng probes, purified ScbR protein of 0, 0.377, 1.26, 3.77 μM (c), or ScbR2 protein of 0, 0.207, 0.621, 2.07 μM (d). Each lane of (e) contained 12 ng probes and ScbR2 protein of 0, 1.245, 4.15 μM. Each lane of (f) contained 10 ng probes and ScbR2 protein of 0 and 0.64 μM.

**Supplementary Figure S4.** **Evaluation the effects of ScbR2 on *absA1*, *actII-orf4* and *cdaR* promoters by Gus reporter gene.**

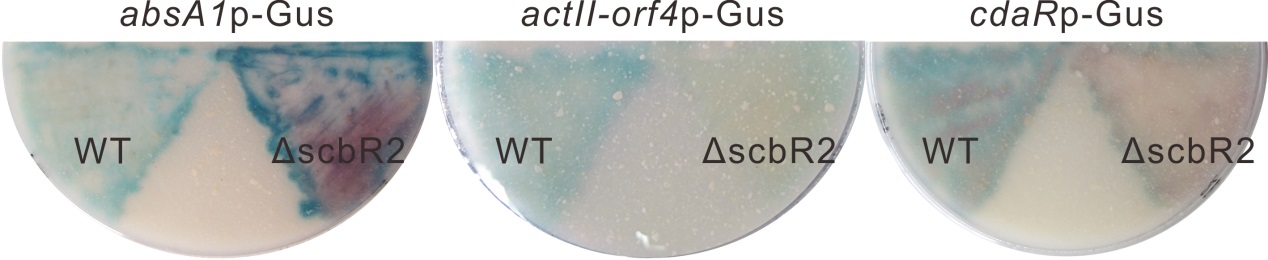

Activities of *absA1*, *actII-orf4* and *cdaR* promoters were measured in WT and ΔScbR2, reported by *gus* reporter gene. *absA1* was repressed while *actII-orf4* and *cdaR* were activated by ScbR2.

**Supplementary Figure S5. Peaks of ScbR2 upstream and inside of rRNA genes.**

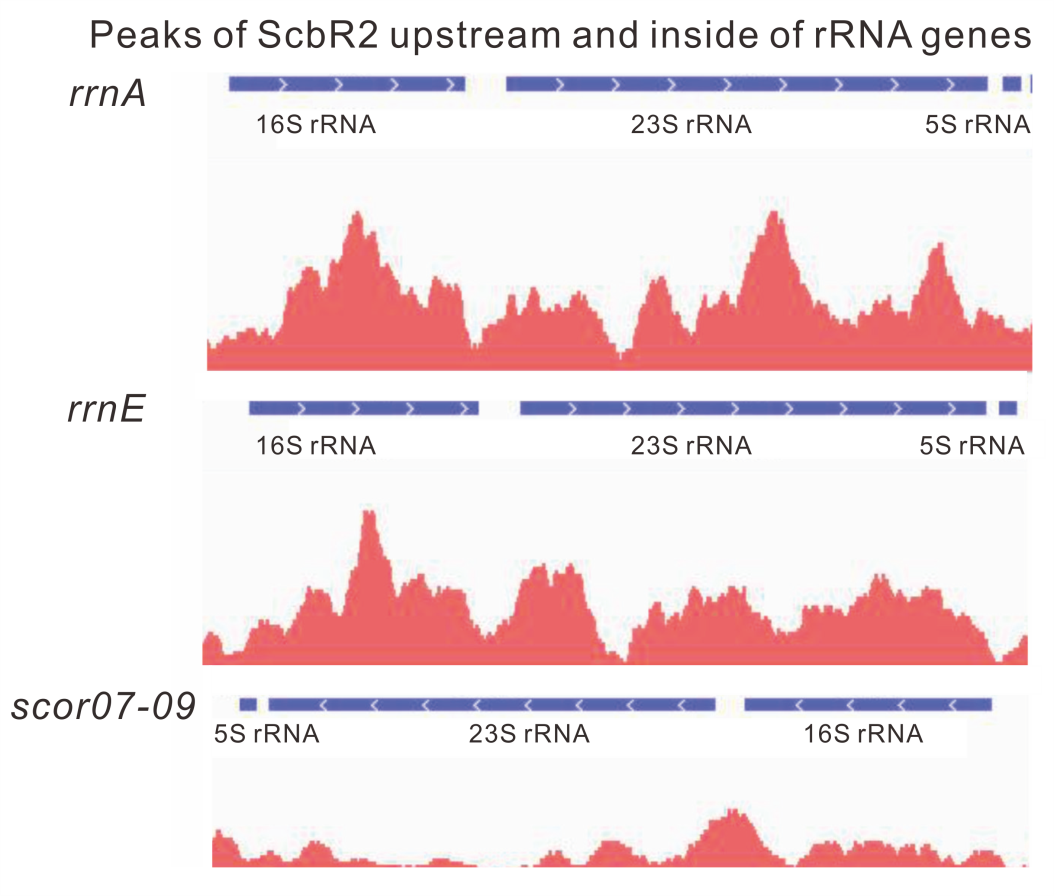

Peaks of ScbR2 were observed located inside of rRNA gene *rrnA* and *rrnE*, which comprise 16s, 23s and 5s ribosomal RNA genes, and in front of the promoter region of *scor08* on ScbR2 ChIP-seq map, implying involvement of ScbR2 on rRNA synthesis.

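The lists name the protein-coding genes at the ends of peaks and no ribosomal RNA gene, and no table of the paper gives coordinates for *rrnA*, *rrnE* or *scor08*, so their peaks were not identified. Of the 491 ScbR2 peaks, 10 have both ends outside the listed genes (no replicates). One of them, from 6269827 to 6275115, is 5289 bp long, with 425 tags and a fold enrichment of 3.44, and is among the 3 ScbR2 peaks longer than 5000 bp. The others of that length span 4530569 to 4536076 (fold enrichment 3.10) and 6246112 to 6252849 (fold enrichment 39.03, from SCO5727 to SCO5733).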

**Supplementary Table S1. 

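Of the 23 ScbR targets in Table S1, the 3 without a ScbR peak in the promoter window were *citA* (SCO2736), *proC* (SCO3337) and *redK* (SCO5893), and the nearest ScbR peak to *citA* ended inside the gene, 244 bp from its start (no replicates). The 4 whose positions were not listed closely enough were SCO2905, *ssgA* (SCO3926), *agaY* (SCO5852) and SCO6323. The highest fold enrichments among the rest were 8.17 at *nagE2*, 4.75 at *cox* (SCO2156) and SCO2158, which share a peak from 2318805 to 2322649, and 3.80 at *agaZ* (SCO5848). The lowest was 1.64 at *dasR* (SCO5231). With a fold enrichment of at least 2 required, 8 of the 23 had a ScbR peak.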

Targets of ScbR selected for EMSA assays.** 23 targets of ScbR were selected to carry out EMSA assays. Their ID, names and annotation were listed, and genes were arranged by their IDs.

| **Gene** | **Name** | **Annotation** |
| --- | --- | --- |
| sco2156 | *cox* | Probable cytochrome c oxidase subunit 2 |
| sco2158 |  | Putative kinase |
| sco2736 | *citA* | Citrate synthase |
| sco2777 | *accC* | Acetyl/propionyl CoA carboxylase alpha subunit |
| sco2792 | *adpA* | AraC-family transcriptional regulator |
| sco2905 |  | Putative uncharacterized protein SCO2905 |
| sco2907 | *nagE2* | Putative PTS transmembrane component |
| sco3034 | *whiB* | Transcriptional regulator WhiB |
| sco3337 | *proC* | Pyrroline-5-carboxylate reductase |
| sco3571 | *crp* | Putative transcriptional regulator |
| sco3867 | *soyB1* | Putative ferredoxin |
| sco3926 | *ssgA* | Putative regulator |
| sco4423 | *afsK* | Serine/threonine-protein kinase AfsK |
| sco4426 | *afsR* | Regulatory protein AfsR |
| sco5231 | *dasR* | HTH-type transcriptional repressor DasR |
| sco5357 | *rho* | Transcription termination factor Rho |
| sco5848 | *agaZ* | Tagatose 6-phosphate kinase |
| sco5852 | *agaY* | Tagatose-bisphosphate aldolase |
| sco5893 | *redK* | Oxidoreductase |
| sco6071 | *cprB* | A-factor receptor homolog |
| sco6108 | *fusH* | Esterase |
| sco6312 | *cprA* | Transcriptional regulator |
| sco6323 |  | Putative tetR-family regulatory protein |

**Supplementary Table S2. Targets of ScbR2 selected for EMSA assays.** 76 targets of ScbR2 were selected to carry out EMSA assays. Their ID, names and annotation were listed, and genes were arranged by their IDs.

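Of the 76 ScbR2 targets in Table S2, those with the strongest ScbR2 peaks in their promoter windows were *nagE2* (fold enrichment 51.10), *actII-orf4* and the pair SCO5086 and SCO5087, which share a peak (41.68), the pair SCO6271 and SCO6272 (39.67) and *serS* (SCO3961, 39.19; no replicates). The peak at *serS* spans 4361075 to 4364065 and holds 775 tags. The 9 without a ScbR2 peak in the window were *tcmA* (SCO2373), SCO5319, *cvnA1* (SCO5544), *redV* (SCO5882), *murA2* (SCO5998), SCO6106, SCO6275, *cprA* (SCO6312) and SCO7623. For 7 of them the distance from the start to the nearest ScbR2 peak was measured, and it ran from 315 bp at SCO6106 to 2847 bp at *cvnA1*. At a fold enrichment of at least 2, 37 of the 76 targets kept a ScbR2 peak, and with the summit required inside the window 19 did.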

**Supplementary Table S3**. Strains and plasmids used in this study.

| **Bacterial strains** | **Relevant genotypes** | **Source/Reference** |
| --- | --- | --- |
| *S. coelicolor* |  |  |
| M145 | Plasmid-free derivative of *S. coelicolor* A(3)2 | [1](#_ENREF_1) |
| ΔscbR2 | The scbR2 disruption mutant | [2](#_ENREF_2) |
| ΔscbR | The scbR disruption mutant | This study |
| *E. coli* |  |  |
| JM109 | General cloning host for plasmid manipulation | Novagen |
| BL21(DE3) | Host for expression plasmids with T7 derived promoter | Novagen |
| ET12567(pUZ8002) | Donor strain for conjugation between *E. coli* and *Streptomycetes* | [1](#_ENREF_1) |
| Plasmids |  |  |
| pET23b | Protein expression plasmid, ampR | Novagen |
| pET23b-ScbR | Expression of his6-ScbR, ampR | [2](#_ENREF_2) |
| pET23b-ScbR2 | Expression of his6-ScbR2, ampR | [2](#_ENREF_2) |
| pKC1139 | Replicative vector, aac(3)IV, pSG5 origins of replication | [3](#_ENREF_3) |
| pKC1139-∆scbR | Disruption plasmid for scbR gene disruption | This study |
| pLC-gus | Integrated vector, hygR, carrying a promoterless gusA reporter gene | [4](#_ENREF_4) |
| pLC-absA1p-gus | pLCgus with *absA1* promoter inserted in front of gusA | This study |
| pLC-actII-orf4p-gus | pLCgus with *actII-orf4* promoter inserted in front of gusA | This study |
| pLC-cdaRp-gus | pLCgus with *cdaR* promoter inserted in front of gusA | This study |

**Supplementary Dataset S1. Oligonucleotide primers used in this study. Restriction sites in the primers were shown.**

**References:**

1 Kieser, T. & Foundation, J. I. *Practical Streptomyces Genetics*. (John Innes Foundation, 2000).

2 Xu, G. *et al.* "Pseudo" gamma-butyrolactone receptors respond to antibiotic signals to coordinate antibiotic biosynthesis. *J Biol Chem* **285**, 27440-27448, doi:10.1074/jbc.M110.143081 (2010).

3 Bierman, M. *et al.* Plasmid cloning vectors for the conjugal transfer of DNA from Escherichia coli to Streptomyces spp. *Gene* **116**, 43-49 (1992).

4 Wang, W. *et al.* Angucyclines as signals modulate the behaviors of Streptomyces coelicolor. *Proceedings of the National Academy of Sciences of the United States of America* **111**, 5688-5693, doi:10.1073/pnas.1324253111 (2014).

How the deposited data were processed for this re-analysis (not part of the article)

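The data were the peak lists of 2 ChIP-seq samples of *S. coelicolor* M145, 1 for ScbR at 30 h and 1 for ScbR2 at 42 h, with no replicates. The remaining sample, the input DNA, has labels but no processed file among the files analysed here. Each sample was mapped to its protein and time from the sample labels and the methods of the paper. The growth temperature is 30 °C in the paper and 28 °C in the labels.

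The authors sequenced the libraries as paired ends, called peaks with MACS against the input DNA, and deposited 1 list per protein, with positions on NC_003888.3. The version of MACS, its settings, the aligner and the filters on reads were not found in the paper, its supplement or the labels. Peaks were called per sample. For each peak the deposited columns hold the count of tags in it, the fold enrichment over the background (a linear ratio), 10 times the −log10 p-value, and the FDR in percent, all as MACS wrote them. Because the column names in the deposited lists run over several lines, these columns were recorded as score or other in the table of units, with the unit given in words. None of the values was normalised or changed afterwards. The fold enrichment depends on the background that MACS took from the input, so a low background raises it, and the −log10 p-value grows with depth. Its largest value, 3100, is shared by 21 ScbR2 peaks, so that it does not order them.

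The total of reads per library is not in the files analysed here, so depth is known only from tags in peaks, 57632 for ScbR and 82282 for ScbR2. With 1 sample per protein, no value carries a replicate error. Shares of peaks have a 95% Wilson interval, which covers the sampling of peaks and not the variation between cultures. A ScbR2 peak can rest on as few as 28 tags.

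The lists were read with pandas 2.3.3 and analysed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Peaks with a fold enrichment above 1.5, the cut-off of the paper, were kept. No reference genome was among the files used. Gene positions came from the start and end of the 961 genes named at the ends of peaks, whose order along the chromosome matched their locus numbers with 0 exceptions. A gene not named there was placed only between its nearest listed neighbours. It was counted as having a peak when a peak covered that whole stretch, as having none when no peak reached any place its promoter window could be, and as unknown otherwise. The promoter window ran from 600 bp upstream to 100 bp downstream of the start codon, as in the paper.

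Several designs fixed before the files arrived needed a genome and were replaced. The share of coding summits and the share of summits in promoter windows were tested on the peaks whose genes were all listed, against 100000 draws of random positions within the same peaks, in place of the coding share of the chromosome and of random chromosome positions. The peaks used there are shorter than the rest and end in listed genes, so their coding share may not hold for all peaks. Positions drawn near the ends of such peaks are coding more often because of that selection, so the draws do not separate the summit from any other place near the middle of a peak. The share of peaks over 2 or more genes is a lower bound with no test against random placement. The highest coordinate, 8664941, stood in for the chromosome length. Motif matches around summits and the location of the binding sites of Table 1 and Table 2 were not computed.

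Evenness was tested by the chi-square statistic of summits in 10 bins, with p from 100000 multinomial draws. Overlap of the lists counted a shared base as overlap, and its p came from 10000 sets of ScbR peaks placed at random with the ScbR2 peaks fixed. Differences of median fold enrichment between targets bound and not bound in EMSA were tested by an exact permutation test or, for larger sets, by 100000 resamples. The expression changes related to fold enrichment in the closing section are those printed in Tables 1 and 2. All draws used the seed 1. The code for gene calls, within-peak tests, evenness and overlap was tested on simulated data, in which 200 simulated lists gave 61586 placed summits with 0 wrong and 10000 target calls with 0 wrong. On lists with no effect, p fell under 0.05 in 2% of within-peak tests, 6.5% of evenness tests and 3% of overlap tests, and where 50% of summits were moved into gaps between genes, the within-peak test found it in 100% of lists.

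Alternatives were a fold enrichment of at least 2, all listed peaks, an FDR of at most 5%, 20 bins, the midpoint in place of the summit, a gene overlap of at least 50 bp, a promoter window of 300 bp upstream to 50 bp downstream, the summit inside the window, an overlap of at least 50% of the shorter peak, summits within 200 bp, and a peak within 1000 bp of the start. Alternatives added after the files were seen were the bounds of the coding share and the expression relation without the *cpk* cluster. The genes named are those the paper names as ChIP targets in its results and tables, as far as a sentence is about them, the known targets and rRNA operons, and the 5 peaks with the highest fold enrichment in each list, by a rule written before the files arrived. Where several peaks overlapped a promoter window, the one with the highest fold enrichment was reported. Gene names were taken only from tables that pair them with identifiers, so *scbR*, *scbA*, *kasO*, *redD* and the rRNA genes were not assigned to peaks.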

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

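Of the 5 peaks with the highest fold enrichment in each list, 3 ScbR peaks and 4 ScbR2 peaks lie at no gene that the paper discusses as a target, and are flagged as signal outside the targets analysed there. All fold enrichments are from 1 sample per protein (no replicates). The strongest peak of both lists is at the same place. In the ScbR list it spans 424886 to 427230, with 591 tags and a fold enrichment of 9.42, and in the ScbR2 list 424631 to 427247, with 1320 tags and a fold enrichment of 54.82, with summits 8 bp apart. It runs from SCO0403 to SCO0406, both listed as hypothetical proteins. The ScbR peak from 3410449 to 3413936 had a fold enrichment of 9.09 and 853 tags and runs from SCO3110, an ABC transporter gene, to SCO3114. The ScbR2 list has a peak there with a fold enrichment of 41.46, its summit 19 bp away. At SCO7252, a regulatory protein gene, and SCO7253, the ScbR peak from 8062668 to 8064194 had a fold enrichment of 7.60 and the ScbR2 peak from 8061446 to 8064689 one of 49.29, with summits 4 bp apart. The ScbR2 peak from 7506491 to 7509837, from SCO6750 (isopentenyl-diphosphate delta-isomerase) to SCO6752, had a fold enrichment of 52.23 against 6.19 in the ScbR list. The ScbR2 peak from 3284730 to 3287362, from SCO3010 to SCO3012 (a two-component system histidine kinase), had 51.10 against 4.86.

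A technical explanation is that few input tags at these places inflated the fold enrichment. Its prediction, written after the peaks had been seen, was a background per kb at or below the 5th percentile of the list in both lists. The prediction was met at SCO3110 to SCO3114, with percentiles of 1.39 in the ScbR list and 2.65 in the ScbR2 list. It was not met at the other places. The percentiles there, ScbR before ScbR2, were 0.694 and 13.2 at SCO0403 to SCO0406, 6.94 and 6.52 at SCO7252 and SCO7253, 2.08 and 5.50 at SCO6750 to SCO6752, and 15.3 and 12.4 at SCO3010 to SCO3012. The background is computed here from the fold enrichment itself, which pulls it down at strong peaks, so a low percentile is weak evidence for a low input. The input tags are not in the files analysed here, so a contribution of low input cannot be excluded. A low input does not add tags, yet the flagged ScbR2 peaks held 1225 to 1392 tags over 2617 to 3347 bp. The list medians are 92 tags and 1471 bp. Their background was 7.96 to 9.20 tags per kb, against a median of 14.5. These values argue against low input as the whole explanation for those ScbR2 peaks. The flagged ScbR peaks held 438 to 853 tags over 1527 to 3488 bp, against medians of 376 tags and 2430 bp. For them it stays open. A chance overlap of broad peaks was also weighed. Over all shared peaks, 71.7% have summits within 200 bp of each other, against 10.0% for random placements (permutation p = 0.0001, the smallest that 10000 placements can give), a prediction also written after the overlap was known. A shared artefact of both samples, such as a region pulled down without the antibody's target, would place summits together as well, and no mock precipitation is among the samples. No biological explanation was tested, since protein and time differ together.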

How the results depend on the processing

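The alternatives were fixed before the processed files arrived, except those marked as added later. Across 17 headline results, 48 values under an alternative were computed, of which 34 kept their result. Another 9 moved, 2 became weaker, 1 became stronger and 2 reversed. For 7 of the results every alternative was classed as keeping the result, although values moved. They were the number of ScbR2 peaks, the evenness of ScbR2 peaks and the promoter share of ScbR2. The others were the shares of peaks over 2 or more genes, the overlap of the 2 lists and the relation of fold enrichment to expression. The promoter share of ScbR2 fell from 50.6% to 33.2% with the narrower window. The ScbR peaks overlapping a ScbR2 peak went from 92 of 143 to 66 of 68 at a fold enrichment of at least 2.

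A fold enrichment of at least 2 lowered the ScbR peaks from 143 to 68. It lowered the chi-square of their evenness from 26.4 to 5.82 (p = 0.777) and the selected ScbR targets with a peak from 16 to 8. It raised the ScbR summits in a promoter window from 46.7% to 65.2%, with p moving from 0.104 to 0.00856 on 23 peaks. This cut-off removes peaks with fold enrichments from 1.5 to 2, which are 75 of the 143 ScbR peaks, and leaves 483 of the 491 ScbR2 peaks. With 20 bins the chi-square of evenness was 30.0 with p = 0.0517 for ScbR, and 38.3 with p = 0.00561 for ScbR2.

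Requiring the summit inside the promoter window left 8 selected ScbR and 19 selected ScbR2 targets with a peak. Peaks are often longer than the window, and genes without a listed position cannot be judged this way. A peak within 1000 bp of the start gave 1 of the 6 Table 1 targets taken from ScbR2, against 0 in the window. Added after the files were seen, the bounds over all peaks gave a coding share of 37.8 to 91.6% for ScbR and 51.3 to 89.4% for ScbR2, as they include summits that could not be placed. In means in place of medians, the fold enrichment of EMSA-bound targets minus unbound reversed to 0.257 for ScbR and 3.61 for ScbR2, because a few strong peaks weigh more in a mean, and the permutation p stayed at 0.732 and 0.512.

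Among the peak counts at 71 named targets, 31 of 268 alternative values moved, and 47 targets kept their count throughout. At a fold enrichment of at least 2, 10 of 18 ScbR targets and 1 of 34 ScbR2 targets lost their peak. The alternatives used for these counts are all stricter than the main setting, so they could not give a peak to a target that lacked it. The 47 targets that kept their count include such targets. Where the summit had to be in the window, 5 of 13 ScbR and 11 of 27 ScbR2 targets lost theirs.

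Motif matches, the location of the Table 1 and Table 2 sites, and all of their alternatives were not run, because they need a genome. Leaving out replicates and other splits of the samples do not apply to 1 sample per protein. Depth limits the weakest peaks most, since total reads are not known and the ScbR2 list has peaks with as few as 28 tags.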

Differences from the paper's values

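The peak counts are close to the paper's. On the peaks whose genes are all listed, the coding shares are higher than those read from its figure for its binding sites. The paper's 144 ScbR peaks compare with 143 above the stated cut-off of 1.5, and taking all peaks in the file gives 144. The ScbR2 count is 491 in both. The coding share of summits was 75.6% for ScbR and 78.7% for ScbR2 on the peaks whose genes are all listed, against about 63% and about 57% in the paper (Supplementary Fig. S2, read by eye). The Wilson interval was 61.3 to 85.8% for ScbR, which includes 63%, and 73.1 to 83.5% for ScbR2, which excludes 57%. It covers only the sampling of these peaks, which were chosen for ending in listed genes. The bounds over all peaks, given below, include 63% for ScbR and 57% for ScbR2. A difference over all peaks is therefore not shown. With a fold enrichment of at least 2 the share was 65.2% for ScbR and 78.7% for ScbR2. With the midpoint in place of the summit it was 82.2% for ScbR and 77.0% for ScbR2.

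The paper describes the peaks as about equally frequent in coding and non-coding regions. Here 34 of 45 ScbR and 185 of 235 ScbR2 summits were in genes, on the peaks whose genes are all listed. Over all peaks, bounds chosen after seeing the values put the coding share between 37.8% and 91.6% for ScbR, which includes an equal split, and between 51.3% and 89.4% for ScbR2, whose lower bound is close to it. It describes the spread along the chromosome as even, where p was 0.00178 for ScbR and 0.0252 for ScbR2. The introduction of the paper states that *adpA* is not a target of ScbR. Table S1 lists *adpA* among the ScbR targets selected for EMSA, and Table 1 does not list it among those bound. The ScbR list has a peak at *adpA* with a fold enrichment of 2.88.

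Table 2 marks 2 targets as taken from ScbR. Unmarked in that table, *tcmA*, SCO5544 and SCO5545, SCO6275 and SCO6276, *cprA* and SCO7623 had no ScbR2 peak in the promoter window. The nearest ScbR2 peaks were 1568 bp from *tcmA*, 2847 bp from SCO5544, 1293 bp from SCO6276 and 973 bp from SCO7623. *cdaR* and SCO6268 are unmarked in Table 1 and absent from Table S1, and each has a ScbR peak with a fold enrichment of 1.67.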

Other observations

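Most of the strongest peaks are not known to touch a target the paper names. Of the 50 ScbR peaks with the highest fold enrichment, 13 touch a target in its tables that could be placed. The other 37 do not, and 49 of the 50 overlap a ScbR2 peak. Of the 50 strongest ScbR2 peaks, all with a fold enrichment of at least 22.4, 8 touch such a target and 42 do not. Of these 50, 46 overlap a ScbR peak. Positions were not settled for 4 of the 23 selected ScbR targets and 29 of the 76 selected ScbR2 targets. Some of these peaks may therefore lie at a target. Examples in the ScbR2 list are the peaks near SCO6323 (fold enrichment 48.31), SCO6288 (38.65) and *atrA* (23.95).

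Of the 143 ScbR peaks, 92 overlap a ScbR2 peak. Across these shared peaks the fold enrichments of the 2 lists rise together (Spearman's rho 0.825, permutation p = 1e-05, the smallest 100000 resamples can give). Peaks are not independent replicates, and each list is 1 sample. Of the 68 ScbR peaks with a fold enrichment of at least 2, 66 are shared, and of the 75 weaker ones, 26 are.

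The 51 ScbR peaks without an overlapping ScbR2 peak have a median fold enrichment of 1.74, against 2.50 for the shared ones, a difference of −0.76 (permutation p = 2e-05, the smallest the resamples can give). A candidate explanation is that many of them are enrichment near the cut-off. Its prediction was written after the folds were seen. More DNA copies near the middle of the chromosome at 30 h, a prediction written before the test, would place these peaks nearer to the middle. Their median distance was 1453 kb against 1840 kb, with permutation p = 0.105. Non-specific enrichment of genes for translation and energy supply, also predicted before the test, was examined by annotation words. Such words occurred at 5 of the 51 peaks and 6 of the 92 shared peaks (Fisher's exact p = 0.522). Weak binding by ScbR alone at 30 h would also give low fold enrichments, and 1 sample per protein does not separate these readings.

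The 398 ScbR2 peaks without an overlapping ScbR peak have a median fold enrichment of 3.465. A larger copy number near the middle of the chromosome, predicted before the test, was not seen, with median distances of 1942 kb against 1898 kb for the shared ScbR2 peaks (permutation p = 0.824). No biological explanation was tested.

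At all 92 shared peaks the ScbR2 fold enrichment is the higher, by a median ratio of 6.73. The tags per kb are similar, with a median ratio of ScbR2 over ScbR of 1.12, higher for ScbR2 in 53 of 92 (exact binomial p = 0.175), while the background per kb is 5.75 times lower in the ScbR2 list. This is consistent with the higher fold enrichment coming from a lower background and not from more tags, a prediction written after the folds were seen. The background is computed from the fold enrichment and scales with library size, which is not in the files analysed here, so stronger binding by ScbR2 in a smaller library would look the same. Fold enrichments of the 2 proteins may therefore not be comparable.

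Stronger peaks were hypothesised to be bound more often in EMSA, a prediction written after the folds were seen. For ScbR, the 6 bound targets with a peak had a median fold enrichment of 1.815 and the 12 others 2.125 (exact permutation p = 0.604). For ScbR2, the 22 bound targets had a median of 4.61 and the 12 others 5.695 (permutation p = 0.624). In medians both differences run against the prediction, and in means both run with it, at 0.257 for ScbR (exact permutation p = 0.732) and 3.61 for ScbR2 (permutation p = 0.512). None of these differences is larger than chance gives, so no direction is shown. Targets that share a peak were counted separately, so they are not independent. The ScbR2 peak with a fold enrichment of 41.68 counts as bound for SCO5085 and among the others for SCO5086 and SCO5087. The ScbR peak with 4.75 counts among the others for both SCO2156 and SCO2158.

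Stronger peaks were also hypothesised to go with larger expression changes in the mutants, again with a prediction written after the folds were seen. The changes are the paper's values in Tables 1 and 2. Across 22 EMSA-bound ScbR2 targets, Spearman's rho of fold enrichment and the absolute log2 change was −0.0819 (permutation p = 0.716, adjusted p = 0.716) and Pearson's r was 0.166 (permutation p = 0.483, adjusted p = 0.644). Without the 2 targets farthest from the median fold enrichment, r was 0.261 (permutation p = 0.25), and without the *cpk* cluster, an alternative added later, rho was −0.0877 over 19 targets. Across 6 ScbR targets, rho was −0.928 (exact permutation p = 0.0222, adjusted p = 0.0888) and r −0.602 (exact permutation p = 0.189, adjusted p = 0.378). None of the 4 relations holds after Benjamini-Hochberg adjustment, and genes are not independent replicates.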
